# Discrimination of Stem Cell Status after Subjecting Cynomolgus Monkey Pluripotent Stem Cells to Naïve Conversion

**DOI:** 10.1038/srep45285

**Published:** 2017-03-28

**Authors:** Arata Honda, Yoshihiro Kawano, Haruna Izu, Narantsog Choijookhuu, Kimiko Honsho, Tomonori Nakamura, Yukihiro Yabuta, Takuya Yamamoto, Yasuhiro Takashima, Michiko Hirose, Tadashi Sankai, Yoshitaka Hishikawa, Atsuo Ogura, Mitinori Saitou

## Abstract

Experimental animal models have played an indispensable role in the development of human induced pluripotent stem cell (iPSC) research. The derivation of high-quality (so-called “true naïve state”) iPSCs of non-human primates enhances their application and safety for human regenerative medicine. Although several attempts have been made to convert human and non-human primate PSCs into a truly naïve state, it is unclear which evaluation methods can discriminate them as being truly naïve. Here we attempted to derive naïve cynomolgus monkey (Cm) (*Macaca fascicularis*) embryonic stem cells (ESCs) and iPSCs. Several characteristics of naïve Cm ESCs including colony morphology, appearance of naïve-related mRNAs and proteins, leukaemia inhibitory factor dependency, and mitochondrial respiration were confirmed. Next, we generated Cm iPSCs and converted them to a naïve state. Transcriptomic comparison of PSCs with early Cm embryos elucidated the partial achievement (termed naïve-like) of their conversion. When these were subjected to *in vitro* neural differentiation, enhanced differentiating capacities were observed after naïve-like conversion, but some lines exhibited heterogeneity. The difficulty of achieving contribution to chimeric mouse embryos was also demonstrated. These results suggest that Cm PSCs could ameliorate their *in vitro* neural differentiation potential even though they could not display true naïve characteristics.

Embryonic stem cells (ESCs) and induced pluripotent stem cells (iPSCs) have been evaluated for several characteristics to confirm their pluripotency. Improvements in quality and evaluations of their stemness are important for developing medical applications and chimeric animal production. The PSC state can be distinguished by two terminological definitions: naïve and primed^1^. The naïve pluripotent state remains similar to that of the inner cell mass from mouse pre-implantation blastocysts^2^, and it can be induced by the generation of mouse ESCs or reprogramming of mouse somatic cells to form iPSCs^3^. On the other hand, the primed pluripotent state can be defined as having the characteristics of epiblast stem cells (EpiSCs), which are generated from mouse 5.5–7.5 days post coitus (dpc) post-implantation epiblasts^4^,^5^ or epiblast like cells (EpiLCs), which are similar to pre-gastrulating epiblasts^6^,^7^. Although naïve PSCs can effectively contribute to chimeras when introduced into pre-implantation embryos and can differentiate into germ cells *in vivo* and *in vitro*, primed PSCs show a restricted capacity for this behaviour^8^,^9^,^10^. Other than rodents, almost all mammals including human-derived PSCs show a primed pluripotent state. The successful conversion of primed-state PSCs into a naïve state might enable the derivation of high-quality human PSCs.

Primed PSCs from several animal species have been attempted to convert into a naïve state^11^,^12^,^13^. Properties of a naïve state are a domed-shape colony morphology, leukaemia inhibitory factor (LIF) dependency, ability to use mitochondrial respiration, pluripotent transcriptomal circuitry, transcriptional status resembling pre-implantation epiblasts, and efficient ability to contribute to chimeric embryos with subsequent germline transmission. However, such PSCs failed to fulfil these conditions (especially showing transcriptomal similarity to pre-implantation epiblasts); therefore, they should be termed not “naïve”, but “naïve-like”. These exhibit several naïve-specific characteristics but fail to acquire a transcriptome status resembling pre-implantation epiblasts and can apparently be distinguished from primed-state PSCs (see Supplementary Table S1). However, many types of PSCs in several mammalian species, which researchers had hoped to convert into a true naïve state, could not fulfil these naïve properties. For humans, it is difficult to evaluate the ability of PSCs to contribute to chimeras because of technical and ethical concerns, so evaluating gene transcriptional networks before and after naïve conversion has been achieved is recognized as one of the most precise means of checking on “true” naïve pluripotency^14^. Actually, the overexpression of *KLF2* and *NANOG* when cultured in appropriate conditions provided primed-state human ESCs with putative naïve pluripotency, and these showed significant overlap with mouse ESCs and human pre-implantation embryos in terms of their transcriptome status^15^,^16^. To mitigate the ethical concerns in using human PSCs, translational research using non-human primates might provide precise indicators for human PSC application. Naïve-like conversion of non-human primate ESCs^17^ and iPSCs^18^ has been demonstrated. Both types of naïve-like converted PSCs could contribute to chimeric embryos but only in minor ways via unknown species-specific features despite the successful demonstration of some naïve characteristics. To develop efficient human translational research, it will be necessary to evaluate and compare detailed characteristics before and after achieving naïve conversion of ESCs and iPSCs in non-human primates.

In this report, we have attempted to generate naïve ESCs and iPSCs from cynomolgus monkey (Cm) (*Macaca fascicularis*) cells by subjecting them to a naïve conversion system that we developed for rabbit ESCs with some modifications. Transcriptome evaluations with pre- and post-implantation Cm embryos^7^ clearly revealed the precise status of the PSCs: not naïve but naïve-like. However, they showed enhanced potential for neural differentiation *in vitro* after conversion. This study offers valuable pointers for deriving true naïve PSCs while avoiding irrelevant or misleading evidence of naïve-like features.

## Results

### Subjecting Cm ESCs to modified rabbit naïve conversion

A Cm ESC line, CMK6, was first subjected to methods for naïve conversion using a system that had been developed for rabbit PSCs^12^,^13^ with some modifications. This protocol uses overexpression of the *OCT3/4* gene by the EF1α promoter in rabbit PSCs, which are cultured in a medium containing knock-out serum replacement (KSR), and three chemical inhibitors: CHIR99021, a glycogen synthase kinase (GSK)-3β inhibitor; forskolin, an adenylyl cyclase activator; kenpaullone, a GSK-3β and cyclin-dependent kinase inhibitor; as well as human LIF. This medium is termed K3cL. Kenpaullone is known to express strong reprogramming activity, not only as a GSK-3β or cell cycle inhibitor, but it also has uncharacterized desirable effects^19^. When a Cm ESC line, CMK6, was cultured in K3cL medium without transgenic overexpression of *OCT3/4*—as used for rabbit PSC naïve conversion—almost all the colonies differentiated and disappeared within five passages. This result indicated the requirement of exogenous trigger(s) to maintain pluripotency at an initial phase of naïve conversion. To control and monitor such exogenous triggers, the plasmid vectors PB-tet-*hKLF2*-*Venus* and PB-tet-*hNANOG-Venus* were transfected into CMK6 cells and cultured with doxycycline (Dox) as reported by Takashima *et al*.^15^ and Theunissen *et al*.^16^. PB-EOS-*GFP*-*puroR*^20^ and PB-CAG-*Su9DsRediN* were also transfected to confirm pluripotency and the ability to contribute to chimeric offspring, respectively. The EOS-containing vector also has a reverse tetracycline transactivator (rtTA) cassette for enhanced expression of the tet promoter^21^. Two weeks after transfection and drug selection using primed culture medium containing basic fibroblast growth factor (bFGF) and KSR in the presence of Dox, almost all the colonies showed Venus and DsRed signals (Fig. 1b). When a CMK6 line overexpressing *KLF2* and *NANOG* was cultured in *t* (titrated) 2i (CHIR99021 and a MEK inhibitor, PD0325901) with LIF medium in the presence of Dox (*t*2iLD) according to Takashima *et al*.^15^, Cm ESCs could not proliferate in the same way as human naïve ESCs, and some differentiated colonies appeared (see Supplementary Fig. S1). This result suggests that Cm ESCs could not be maintained by these conditions even when exogenous *KLF2* and *NANOG* were overexpressed, as seen with human naïve conversion. However, after transfection with *KLF2* and *NANOG* as exogenous triggers, transgenic CMK6 cells could be maintained in K3cL medium with Dox (K3cLD) with the appearance of some of differentiated (cobble-stone-like) colonies (see Supplementary Fig. S1). To prevent the appearance of differentiated colonies, a BRAF inhibitor, SB590885, and a PKC inhibitor, Gö6983, which are known to be effective for deriving naïve human PSCs in conditions overexpressing *KLF2* and *NANOG*, were added to K3cLD (now termed K5cLD medium). When this K5cLD medium was used, colonies become tightly packed and dome-shaped, as seen in mouse ESCs (Fig. 1b). These cells could be propagated by single cell dissociation using trypsin digestion even in the absence of a rho-associated protein kinase inhibitor. In the presence of Dox, a bright Venus signal that was tandemly expressed with exogenous *hKLF2* and *NANOG* appeared, and undifferentiated colonies could be maintained for over half a year. At 24 days after conversion by Dox treatment, domed colonies could be maintained without Dox. In the absence of Dox, faint green fluorescent protein (GFP) signals derived from the EOS-*GFP* vector appeared, as seen in human PSCs^15^ (Fig. 1b). However, some differentiated colonies appeared and gradually increased after Dox withdrawal (see Supplementary Fig. S2). To maintain their undifferentiated status without any differentiated cells, culture medium supplemented with Dox (K5cLD) was used. Exogenous *KLF2* and *NANOG* were both expressed in the presence of Dox and silenced in its absence (Fig. 1e). We have provisionally termed this domed-shaped stem cell status to be “naïve-like”. These naïve-like CMK6 cells were immunochemically positive for naïve pluripotency-related marker proteins (Fig. 1c). Naïve-like CMK6 cells were strongly positive for OCT3/4, NANOG, and SOX2, but weakly positive for REX1, KLF4, and KLF17. However, some heterogeneity could be observed in KLF4 expression. The increased expression of *OCT3/4, GDF3, DNMT3L, DPPA5, SOX2, TBX3, TFCP2L1, CDH1, KLF4*, and *KLF5*, which are candidate genes for maintaining naïve pluripotency, was confirmed by quantitative reverse transcription polymerase chain reaction (RT–qPCR; Fig. 1d). However, unchanged or reduced expressions were confirmed in endo-*KLF2*, endo-*NANOG, BCL2*, and *ESRRB*. The addition of Dox to prevent the appearance of differentiated colonies could substitute for Endo-*KLF2* and Endo-*NANOG* and potentially compensate for naïve-related transcriptional circuitry (Fig. S2). Normal karyotypes (Fig. 1f and Supplementary Table S2) and typical teratoma-forming activity (Fig. 1g and Supplementary Fig. S3) were verified after 10 passages in the naïve culture conditions. As reported by Takashima *et al*.^15^, naïve-like CMK6 cells reverted to a conventional flat ESC colony morphology by changing the K5cLD medium to the primed culture medium (bFGF/KSR) (see Supplementary Fig. S4). These observations imply that Cm ESCs were successfully converted into a naïve-like state without losing their pluripotency.

### Effectiveness of LIF and Dox for maintaining their pluripotency in Cm ESCs

Naïve-like converted Cm ESCs could be maintained in the absence of bFGF. If these cells had a true naïve state, strict sensitivity to LIF should have been shown^22^. Additionally, we needed to address the effects of Dox on their pluripotency. To test these effects, LIF and Dox were removed from K5cLD medium. Seven days after LIF and Dox removal (K5c), the colony morphology changed into a cobble-stone appearance, and the faint EOS-GFP signals disappeared completely (Fig. 2a). Semi-quantitative RT–PCR demonstrated that the expression of pluripotency-linked genes disappeared or was decreased by this treatment without *SOX2* or *TBX3* (Fig. 2b). To evaluate the effect of LIF on naïve-like status, the EOS vector, known as an indicator of pluripotency, was applied. Because the EOS vector drives the expression of *GFP* and *puroR* genes via their EOS promoter, naïve-like Cm ESCs were cultured with puromycin in the presence or absence of LIF. In spite of the absence of Dox (K5cL medium), more than 80% of cells survived; however, almost all of the naïve-like Cm ESCs died within a week after the withdrawal of LIF (Fig. 2c,d). These results suggest that LIF and Dox together acted in the maintenance of pluripotency in Cm ESCs and also demonstrated that removing both of them from the cultures induced rapid loss of their undifferentiated status.

### Acquisition of mitochondrial respiration by naïve-like conversion

Human naïve and primed ESCs exhibit distinct metabolic profiles, and they convert markedly, with changes in mitochondrial respiration and glycolysis^23^,^24^. It is known that this primed-to-naïve switch leads from an exclusively glycolytic metabolism in the primed state to both glycolytic and mitochondrial respiration in the naïve state. To examine the functional consequences of such altered metabolic properties, several characteristics were evaluated. Electron microscopy before and after naïve-like conversion showed that in the primed state, the Cm ESCs had many elongated mitochondria with a dense matrix, in contrast to the mitochondria of naïve-like converted Cm ESCs, which are round to oval, displaying sparse and irregular cristae and an electron-lucent matrix (Fig. 2e,f). RT–qPCR demonstrated that the mRNA expression levels of mitochondrial function-related genes were increased significantly by naïve-like conversion of Cm ESCs (Fig. 2g). When an inhibitor of glycolysis, 2-deoxyglucose (2DG), was added, the primed-state Cm ESCs disappeared because of their exclusive dependency on glycolytic metabolism (Fig. 2h,i). On the other hand, naïve-like converted Cm ESCs persisted and formed alkaline phosphatase (AP)-positive colonies due to the utilization of acquired mitochondrial respiration. Moreover, Cm CMK6 cells were examined a basal oxygen consumption rate (OCR) and we found that it was substantially higher in naïve-like CMK6 than in primed-state cells (Fig. 2j). These results suggest that the primed-state Cm ESCs acquired the capacity for mitochondrial respiration by naïve-like conversion.

### Naïve-like conversion of Cm iPSCs

To compare ESCs and iPSCs before and after naïve-like conversion, Cm iPSC lines were derived from freshly collected liver and stomach of a female Cm foetus (see Supplementary Fig. S5). Episomal plasmid vectors bearing *OCT3/4, SOX2, KLF4, LIN28, L-MYC*, and *p53* small hairpin RNA were transduced into cultured somatic cells, and then iPSC generation was carried out. The frequency of derivation of iPSC lines was determined from the liver (termed iPS-L) giving 12 lines (0.024%), and the stomach (termed iPS-S) giving 16 lines (0.170%). Cm iPSCs could be maintained by primed culture conditions as Cm ESCs (see Supplementary Fig. S5). Alkaline phosphatase activity and the expression of pluripotency-related genes were confirmed (see Supplementary Fig. S5). Generally, the episomal vectors disappeared spontaneously during this process. However, iPS-L3 and iPS-S6 cell lines showed persistent expression of exogenous *OCT3/4* (see Supplementary Fig. S5). Actually, an episomal vector, pCXLE-hOCT3/4-shp53-F, was detected in iPS-L3, iPS-L6, and iPS-S6 cell lines by genomic PCR (see Supplementary Fig. S5). Generated iPSC lines showed a normal karyotype (2*n *=* *42) at passages 10–20 (see Supplementary Table S1). When these iPSC lines were transplanted into severe combined immunodeficient mice, typical teratomas with all three primary germ layers were generated within 2 months after transplantation from all iPSC lines examined (see Supplementary Fig. S5 and Table S3). Liver-derived iPSC lines (L3 and L6) and stomach-derived iPSC lines (S6 and S12) were subjected to naïve-like conversion as ESCs. The colony morphology of naïve-like converted Cm iPSCs was dome shaped and positive for AP activity and naïve pluripotency-related proteins, as with naïve-like ESCs (Fig. 3a,c). Increased mRNA expressions of *REX1, OCT3/4, GDF3, DPPA5, SOX2, TFCP2L1*, and *KLF4* were observed after naïve-like conversion of iPSCs (Fig. 3b). As with naïve-like ESCs, expression of endo-*KLF2*, endo-*NANOG*, and *ESRRB* did not increase in all converted iPS cell lines (Fig. 3b). However, unlike naïve-like CMK6 cells, the naïve pluripotency-related marker *TBX3* did not increase with conversion. Exogenous h*NANOG* and h*KLF2* were silenced in almost all iPSC lines examined (Fig. 3d). However, some remaining expression of Exo-h*NANOG* was detected in a naïve-like converted ESC line, TRSK, and an iPSC line, iPS-S6. Teratomas able to form all three primary germ layers were also confirmed in all naïve-like converted iPSC lines (Fig. 3e, Supplementary Fig. S6, and Supplementary Table S3).

### Transcriptomal analysis of Cm ESCs and iPSCs before and after naïve-like conversion

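SC3-seq, which reads the 3′ ends of amplified cDNA, was done on 23 Cm libraries, each made from 1 ng of total RNA and sequenced as 75 bp single reads. The 21 PSC libraries came from 7 cell lines in 3 media, with 1 library per line and medium. The ESC lines were CMK6, TRSK and CMK9. The iPSC lines were iPS-L3 and iPS-L6, derived from liver cells, and iPS-S6 and iPS-S12, derived from stomach cells of the same foetus. Primed PSCs were kept in bFGF/KSR medium, naïve-like PSCs in K5cLD medium, which holds LIF and doxycycline (Dox) to induce the KLF2 and NANOG transgenes, and differentiated cells in K5c medium, which lacks both. The other 2 libraries were from the somatic liver and stomach cells. The authors deposited RPM, reads scaled by the library total, derived with cufflinks, and 8415 of the genes in their table were analysed here. Of these, 5551 are annotated on chromosomes 1 to 5, and the RPM of the 8415 genes summed to between 24.8% and 27.5% of the total of each library, so most genes of the other chromosomes were not analysed here. The RPM values above 0 were for the most part whole multiples of 1 step in each library (87.8% to 93.0% of them), and the step gave the number of reads behind each library. That number was 861000 to 7986000 in primed PSCs (median 3250000), 902000 to 5618000 in naïve-like PSCs (median 2648000) and 941000 to 5491000 in differentiated cells (median 3063000). It was 1704000 for liver and 3084000 for stomach. The level reached with 3 reads lay between 0.38 and 3.49 RPM, depending on the library, and this floor covers counting error only. Expression was taken as log2(RPM + 1), and a gene counted as expressed when this value was above 4 in at least 1 PSC library, which 2776 genes were. The 7 lines served as replicates of each condition, although the 4 iPSC lines share a donor.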

To ascertain whether naïve-like conversion was achieved successfully and to what degree it was accomplished, the transcriptome status of Cm PSCs cultured in bFGF/KSR (primed) medium, K5cLD (naïve-like) medium, and K5c medium (differentiated) was compared with that known for Cm embryos^7^. Unsupervised hierarchical clustering (UHC) of Cm PSCs and the expression patterns of key genes are shown by a heat map (Fig. 4a). 

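Distances between the 21 PSC libraries over the 2776 expressed genes were Euclidean, and the tree was built with Ward's method. When it was divided into 3 clusters, the first held 6 primed libraries and the third held all 7 naïve-like libraries. The second held all 7 differentiated libraries and the primed iPS-S12 library. Thus 20 of the 21 libraries lay with their own culture condition, with an adjusted Rand index (1 for identical groupings, near 0 for random ones) of 0.853 (exact permutation test, one-sided, p = 1.2e-07). Among the alternative settings, a pseudocount of 0.1 in place of 1 moved this index most, to 0.441. With the somatic libraries included and 4 clusters, liver and stomach formed a cluster of their own. Of the 40 genes in the heat map, 11 were analysed here. PPIA had 10.01 ± 0.10 (log2(RPM + 1), SD, n = 7 lines) in primed, 10.04 ± 0.08 in naïve-like and 9.98 ± 0.13 in differentiated libraries. POU5F1, which encodes OCT3/4 (gene ID 102115117), had 7.68 ± 1.21 in primed, 8.19 ± 0.78 in naïve-like and 4.04 ± 1.37 in differentiated libraries. From naïve-like to differentiated cells it fell in all 7 lines, by a log2 fold change of -4.14 (standard error 0.54, adjusted p = 1.25e-05 from limma). From primed to naïve-like cells the change was 0.50 (standard error 0.54, adjusted p = 0.561), with a rise in 4 of 7 lines. POU5F1 was listed at 0 in liver and stomach. SOX2 (gene ID 102140202) had 8.68 ± 0.35, 8.61 ± 0.61 and 8.71 ± 0.56 in the primed, naïve-like and differentiated libraries, a change smaller than the spread between lines. EOMES (gene ID 102144498) had 3.11 ± 1.44, 1.58 ± 0.93 and 0.09 ± 0.25 in the same order. Its fall from primed to naïve-like cells was -1.53 (standard error 0.54, adjusted p = 0.0505) and was seen in 5 of 7 lines. By limma, the adjusted p of EOMES was 0.0472 with quantile normalization and 0.049 with library centring. It was 0.0406 without the mean-variance trend and 0.0372 with the cell line as a block. On the other side, it was 0.0802 without the filter on low values and 0.0818 with 2 conditions in the fit. A pseudocount of 0.1 gave 0.118. Exact sign flips within lines gave p = 0.0781 for EOMES. DNMT3L, FGF5, T and MIXL1 did not reach the expression threshold in any PSC library, and KLF17 was listed at 0 in all of them.

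**Figure D1:**
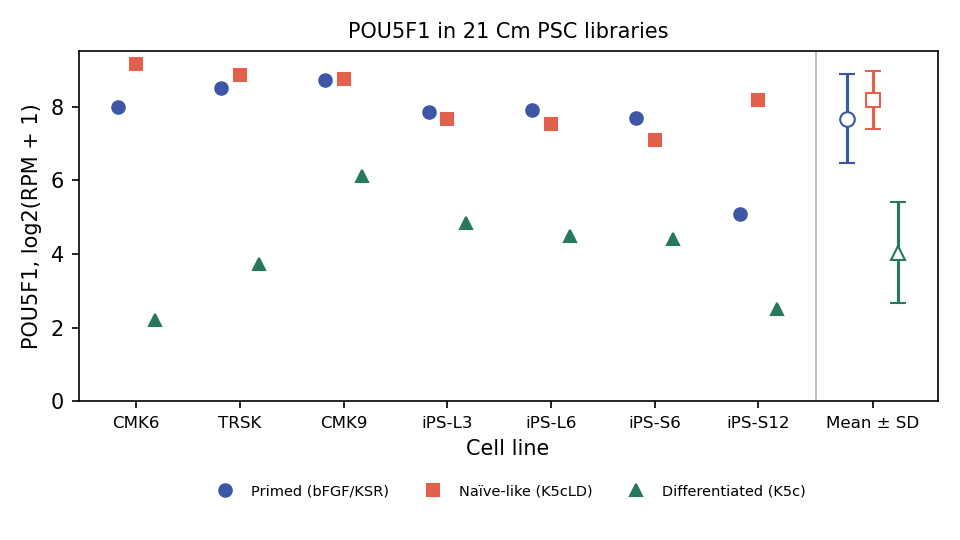
POU5F1 expression, log2(RPM + 1), on the vertical axis against the 7 cell lines, with 1 library per line and condition (filled symbols) and the mean ± SD of the 7 lines at the right (open symbols). The differentiated libraries have a mean of 4.04 against 8.19 in naïve-like cells, and the primed iPS-S12 library lies below the other primed libraries.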

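Principal components were computed without scaling from the 21 PSC libraries. PC1 carried 21.6% of the variance, PC2 17.1% and PC3 11.7%. On PC1 the naïve-like libraries had a score of 18.9 ± 8.34 (SD, n = 7 lines) and the primed libraries -12.6 ± 11.7. The difference of 31.5 had the smallest p that 7 libraries against 7 allow (exact permutation test, two-sided, p = 0.000583, adjusted p = 0.00131 over 9 comparisons). All naïve-like libraries, from 8.93 to 35.1, lay above all primed libraries on PC1, of which primed CMK9 was the highest at 5.93. The differentiated libraries had -6.35 ± 6.63 on PC1 and were not separated from the primed ones (difference 6.24, exact permutation test, two-sided, p = 0.248). On PC2 the differentiated libraries had -17.7 ± 8.26, against 13.4 ± 3.25 in the primed and 4.26 ± 6.39 in the naïve-like libraries. All differentiated libraries lay below all others on PC2. The naïve-like libraries lay below the primed ones by less, with a difference of -9.16 (exact permutation test, two-sided, p = 0.00932, adjusted p = 0.0168). On PC3 the conditions overlapped (adjusted p from 0.229 to 0.705 in the exact tests over all libraries). Within lines, which was tested after seeing the data, naïve-like libraries lay below primed ones on PC3 in 7 of 7 lines, with a mean difference of -7.71 (exact sign-flip permutation test, two-sided, p = 0.0156, the smallest that 7 lines allow, adjusted p = 0.0281 over 9 comparisons), and differentiated below primed ones in 6 of 7 lines, with -9.79 (p = 0.0312 in the same exact test, adjusted p = 0.0402). Of the 21 libraries, 20 lay nearest to the centre of their own condition on PC1 and PC2. Primed CMK9 was the exception. A pseudocount of 0.1 lowered this number to 19.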

Principal component analysis (PCA) with all expressed genes in Cm PSCs was also done (Fig. 4b). These transcriptome evaluations suggested that PSCs in primed, naïve-like, and differentiated states could be classified according to their culture conditions. 

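The distance between conditions was tested on the 2776 genes with a pseudo-F, the ratio of the variation between 2 conditions to that within them. It was 4.72 for naïve-like against primed, 4.76 for differentiated against naïve-like and 4.05 for differentiated against primed libraries. Each was the largest of the 3432 ways to divide 14 libraries into 7 and 7 (exact permutation test, one-sided, p = 0.000583). With swaps confined to libraries of the same line, each had p = 0.0156 in the exact permutation test, the smallest that 7 lines allow. The stricter filter of genes expressed in at least 7 PSC libraries moved these values most for naïve-like against primed and for differentiated against naïve-like libraries, to 5.50 and 5.78. In limma's test, 534 genes differed between naïve-like and primed PSCs (307 higher and 227 lower in naïve-like PSCs, or 261 and 254 with library centring), and 325 of them changed the same way in all 7 lines. Between differentiated and naïve-like cells 392 genes differed (178 higher, 214 lower), of which 322 changed the same way in all 7 lines. Between differentiated and primed cells 372 genes differed (174 higher, 198 lower). Libraries of the same line resembled each other after the condition means were removed, with a mean correlation across genes of 0.269 for the 21 pairs of the same line and -0.0446 for the 126 pairs of different lines. With the cell line as a block, the numbers rose to 724, 550 and 585 genes. For differentiated against primed cells, 305 were then higher and 280 lower, so the larger side changed. It stayed the same for naïve-like against primed (405 higher, 319 lower) and for differentiated against naïve-like cells (256 higher, 294 lower). Among the genes that rose in all lines on conversion to the naïve-like state, C1H1orf115 had the largest change (log2 fold change 4.51, standard error 0.56, adjusted p = 9.15e-06), followed by NPY with 3.23, SLC4A4 with 2.98, DPPA2 with 2.86 and MARC2 with 2.85. The largest falls were -4.41 for LOC101865577, -3.91 for SERTAD4, which was low in primed CMK9 already, -3.66 for LRRN3, -3.39 for TM4SF18 and -3.00 for BCHE. After LIF and Dox removal, the largest falls in all lines were in CRIPTO (log2 fold change -5.59, standard error 0.52, adjusted p = 9.41e-08), HESX1 with -4.97, C1H1orf115 with -4.38 and AK4 with -4.18, and POU5F1 came next. COL11A1 rose most, with 2.77, and SSUH2, LPHN3, PTN and WNT2B rose by 2.26 to 2.40. From the clustering and the PCA, the paper proposes that the culture condition sorts PSCs into the primed, naïve-like and differentiated states.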

Although variation was observed in naïve-like PSCs, the transcriptome status of CMK6, TRSK, and iPS-S12 showed up-regulation of pluripotency-related and early embryo-related genes (Fig. 4a). 

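Of the 16 genes that the heat map lists from POU5F1 to KHDC3L, 5 were analysed here (POU5F1, SOX2, DNMT3L, DPPA5 and KHDC3L), and the cell lines are named as in the deposited columns, which differ from Fig. 4a in the names of 4 naïve-like libraries. The mean of log2(RPM + 1) over the 5 genes was 3.40 ± 0.18 (SD, n = 7 lines) in primed, 4.06 ± 0.94 in naïve-like and 2.74 ± 0.45 in differentiated libraries. The naïve-like libraries lay 0.67 above the primed ones (exact permutation test, two-sided, p = 0.0163), and with sign flips within lines p was 0.0625. The mean rose in 6 of the 7 lines. The rise was 2.72 in CMK6, 0.95 in iPS-S12, 0.52 in CMK9, 0.33 in iPS-L3, 0.26 in iPS-S6 and 0.23 in TRSK, and iPS-L6 changed by -0.31. The median over the genes in place of the mean moved the difference most, to 1.35, but with a larger p (exact permutation test, two-sided, p = 0.0781). In each library this median is the highest of DNMT3L, DPPA5 and KHDC3L, so it follows 1 gene and not the 5. Without CMK6 the difference of the means was 0.33. DPPA5 (gene ID 102134696) and KHDC3L (gene ID 102135298) were listed at 0 in all primed libraries. In naïve-like CMK6 each had 31.9 RPM, or 92 reads, and reads shared between these 2 neighbouring genes could not be excluded. DPPA5 had 2.59 RPM in naïve-like CMK9 and 0.29 RPM in naïve-like iPS-S6. KHDC3L had 0.29 RPM in naïve-like iPS-S6 and 0.18 RPM in naïve-like iPS-S12. DPPA5 and KHDC3L were listed at 0 in naïve-like TRSK. DNMT3L (gene ID 102131847) had 14.5 RPM in naïve-like CMK6, 7.65 RPM in iPS-S12, 4.15 RPM in iPS-L3, 1.75 RPM in iPS-S6 and 0.86 RPM in CMK9, and was listed at 0 in TRSK and iPS-L6. POU5F1 rose from 252.9 RPM to 574.7 RPM in CMK6, from 363.0 RPM to 468.8 RPM in TRSK and from 32.8 RPM to 289.4 RPM in iPS-S12. In CMK9 it went from 427 RPM to 433 RPM. It fell from 230 RPM to 202 RPM in iPS-L3, from 238 RPM to 183 RPM in iPS-L6 and from 207 RPM to 137 RPM in iPS-S6. In iPS-S12 the rise started from the lowest of the primed values. SOX2 had 159.6 RPM in naïve-like CMK6, the lowest of the naïve-like libraries, and 332.1 to 520.6 RPM in the other 6. Primed CMK6 had 497.2 RPM of SOX2, so it fell on conversion in this line, where the paper reports a rise by RT-qPCR.

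**Figure D2:**
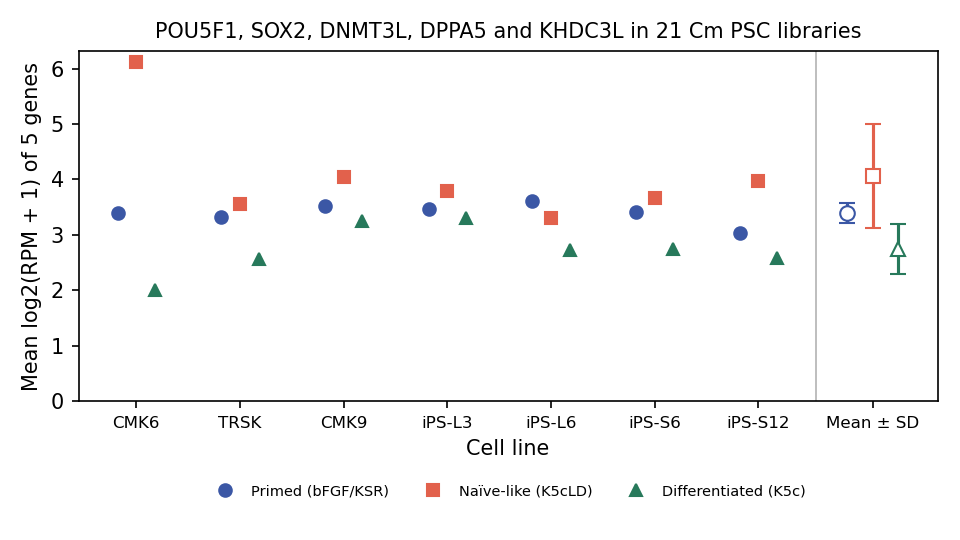
Mean log2(RPM + 1) of POU5F1, SOX2, DNMT3L, DPPA5 and KHDC3L on the vertical axis against the 7 cell lines, with 1 library per line and condition (filled symbols) and the mean ± SD of the 7 lines at the right (open symbols). The naïve-like CMK6 library, 2.72 above its primed library, lies far above the other naïve-like libraries, and iPS-L6 is the line without a rise.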

To evaluate the relationship between Cm PSCs and the cells of Cm monkey epiblast (cyEPI) lineage, we examined the expression patterns of cyEPI ontogenic genes, which are able to delineate the stage along with the epiblast development precisely (Fig. 4c,d). Compared with naïve-like Cm ESCs^17^ or our primed-state PSCs, some of our naïve-like PSCs tended to resemble the expression profile of pre-implantation epiblast (Pre-EPI) cells. The correlation coefficient for naïve-like CMK6 cells was high at 0.404. However, all of the naïve-like converted PSCs showed the closest correlation with post-implantation embryos, reflecting an incomplete conversion to the naïve state. These results indicated that our culture system partly succeeded in conversion of a primed state to a naïve state; however, it could not derive true naïve PSCs, which are known to show the expression profile closest to pre-implantation embryos.

### Evaluation of chimera contribution by transferring naïve-like Cm ESCs into host embryos

Recently, naïve-like ESCs have been generated from Cm and could produce allogeneic chimeric embryos, albeit showing transcriptomal insufficiency compared with true naïve conversion^17^. To examine whether our naïve-like ESCs would contribute to interspecific chimeras as shown by Fang *et al*.^18^, they were injected into mouse pre-implantation embryos. When more than 10 naïve-like Cm ESCs were injected into mouse 8-cell embryos, almost all the cultured embryos degenerated within 2 days after injection; however, when <5 cells were injected into 8-cell embryos, 27/45 (60%) embryos developed to blastocysts (Fig. 5a and Table 1). The chimeric contribution of Cm ESCs to these mouse blastocysts was clearly shown by the presence of dark-brown cells with DsRed fluorescence (see Supplementary Fig. S8). However, failed or ambiguous integration to the embryos was observed when primed-state CMK6 was injected into 8-cell embryos, as done previously for primed-state rabbit PSCs^12^. When naïve-like Cm ESCs were injected into mouse 8-cell embryos (5 cells/embryo) and then transplanted into the oviducts of pseudopregnant host mothers, almost all the recovered embryos (25/28) had degenerated by the middle of pregnancy (12.5 dpc; see Supplementary Fig. S8 and Table 1). To ascertain when degeneration of interspecific Cm/mouse embryos occurred, 6.5-dpc interspecific chimeric embryos were recovered from the uterus 6 days after transplantation. About a half (37/78; 47%) of the embryos had not implanted or had disappeared. The embryos retrieved were delayed developmentally at around the 5.5-dpc mouse embryo stage with hardly any ESC contribution (Fig. 5b–d). Actually, one 6.5-dpc interspecific chimeric embryo showing dark-brown cells with weak DsRed signals in the epiblast was also retarded (Fig. 5c).

When naïve-like Cm ESCs were injected into early mouse blastocysts (10 cells/embryo) and transplanted into mouse uteri, 37/77 (48%) of the transplanted embryos developed normally without any chimeric contribution even when they were recovered at an early post-implantation stage (6.5 dpc.). No evidence for chimeric contribution (hair colour and DsRed signal) could be detected in any of the pups examined (Fig. 5e). These results suggested that when 8-cell mouse embryos were used as hosts, naïve-like Cm ESCs could contribute temporarily to interspecific chimeras. However, the contribution of Cm ESCs caused developmental impairment to mouse embryos at an early post-implantation stage, possibly because of species differences. On the other hand, when mouse blastocysts were used as recipients, almost all the host embryos could develop normally to term. Recently, Mashaki *et al*. revealed that *E-CADHERIN (CDH1*) and *BCL2* play important roles in chimeric contribution by PSCs^25^. In this context, naïve-like CMK6 enhanced the expression of *E-CADHERIN*, but failed to express *BCL2* (Fig. 1c). These results suggest that naïve-like CMK6 can contribute to pre-implantation embryos; however, naïve-like CMK6 underwent apoptosis as donor PSCs in recipient embryos. This could be why naïve-like ESCs could not survive in chimeric embryos. These results possibly reflect the limited temporal ability of naïve-like ESCs to contribute to chimeric embryos.

### Naïve-like converted PSCs exhibited enhanced ability for *in vitro* neural differentiation

Previously, we have evaluated neural differentiation ability before and after naïve-like conversion of rabbit PSCs^12^,^13^. Rabbit PSCs show enhanced capacity for neural differentiation after naïve-like conversion. To elucidate the stem cell potential of Cm PSCs more precisely, an *in vitro* neural differentiation assay was also applied before and after naïve-like conversion. Naïve-like converted Cm ESCs reacted specifically to LIF and Dox (Fig. 2). To examine the sensitivity of LIF and Dox in naïve-like iPSCs, initial differentiation following the removal of these factors from the naïve-like iPSC culture conditions was evaluated. Within a week (one passage), almost all colonies of naïve-like ESCs formed a cobble-stone-like morphology (Figs 2a and 6a). However, naïve-like iPSC lines retained some dome-shaped colonies even after the removal of LIF and Dox (Fig. 6a,b). Hardly any differences in the mRNA expressions of pluripotency-related genes appeared between ESCs and iPSCs after the withdrawal of Dox and LIF (Fig. 6c and Supplementary Fig. S7). These results indicate that sensitivity to the removal of LIF and Dox reflects differences in the *in vitro* differentiating ability of naïve-like converted PSC lines. To ascertain whether naïve-like iPSCs would differentiate in a manner similar to naïve-like ESCs, we used an *in vitro* neural differentiation system for forming neurons and oligodendrocytes: the definitive assay for innate differentiation ability in PSCs^12^,^13^. We compared the *in vitro* neural differentiating ability of Cm ESCs (CMK6 and TRSK) and iPSCs (iPS-L3, iPS-L6, iPS-S6, and iPS-S12) before and after naïve-like conversion (Fig. 6d). The *in vitro* neural differentiation capacity of all these cell lines increased more than that of the primed-state PSCs. All of them effectively differentiated into oligodendrocytes with ramified branches, which were not observed even when primed-state cells differentiated (Fig. 6d). Although naïve-like ESCs showed a significantly enhanced differentiation capacity, some of the naïve-like iPSC lines exhibited only limited differentiating ability (Fig. 6d and Supplementary Fig. S9). 

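Of ZNF521, OTX2, ZIC2, SOX3, PAX6 and NES, which mark neural progenitors, NES (gene ID 102136783) was analysed here and the other 5 genes were not. NES had 8.40 ± 0.60 (log2(RPM + 1), SD, n = 7 lines) in primed and 7.62 ± 0.71 in naïve-like libraries. The log2 fold change was -0.78 (standard error 0.30), and NES was lower in 6 of the 7 naïve-like lines. The fall was largest in CMK6, from 482.1 RPM to 93.8 RPM, and iPS-L3 was the line without a fall, with 192.0 RPM and 194.1 RPM. By limma's test the adjusted p over all expressed genes was 0.0702, and p was 0.0156 when NES was taken alone. The exact permutation test of the 7 lines against 7 gave p = 0.0495 (two-sided, adjusted p = 0.272 over 11 heat-map genes), and sign flips within lines gave p = 0.0312. With the line as a block, limma's adjusted p was 0.00774. In differentiated cells NES returned to 8.54 ± 0.57, a log2 fold change of 0.92 (standard error 0.30, adjusted p = 0.0403).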

Transcriptome analysis revealed that candidate genes for neural progenitors (*ZNF521, OTX2, ZIC2, SOX3, PAX6*, and *NES*) did not tend to shift their expression profiles after conversion (Fig. 4a). These results suggest that these naïve-like converted PSCs tended to accelerate their *in vitro* capacity for neural differentiation, despite only partial achievement of naïve conversion.

## Discussion

Our study had four major findings. First, Cm PSCs could be converted into a naïve-like state with several characteristics of naïve pluripotency including colony morphology, increased expression of pluripotency related genes, LIF dependency, and mitochondrial alterations. Second, transcriptome analysis based on pre- and post-implantation Cm embryos revealed that naïve-like converted PSCs had a transcriptomal status most resembling that of post-implantation embryos but tended to shift to the status of pre-implantation embryos. Third, these naïve-like converted Cm ESCs failed to contribute to mouse embryos as interspecific chimeras and showed developmental retardation at just after the implantation stage. Finally, these naïve-like converted PSCs tended to accelerate their *in vitro* capacity for neural differentiation. To derive true naïve PSCs with higher differentiation potential and similar expression profiles to pre-implantation embryos could enable the ability to generate whole organs mainly constituted from donor PSCs in the host animal’s body^26^,^27^. Further examinations that focus on their transcriptomal status without miscellaneous naïve-like characteristics will be a key goal for deriving true naïve PSCs in non-human primates.

Several reports have demonstrated the conversion of primed human PSCs to a naïve (-like) state using different strategies^15^,^16^,^28^,^29^. The naïve status of PSCs in these reports was determined by several morphological and molecular similarities to mouse ESCs^7^,^14^. However, because of the ethical impediments, one of the most stringent criterions of true naïve pluripotency—the ability to contribute to chimeric embryos or pups—rarely been examined using naïve (-like) human PSCs. To determine their naïve pluripotency more precisely, their transcriptome status after naïve conversion should be assessed to evaluate whether they resemble those of human pre-implantation embryos. Actually, some human PSCs showed a transcriptome status resembling human pre-implantation embryos^30^,^31^. Here, naïve-like Cm ESCs barely remained in mouse embryos as interspecific chimeras at just after implantation, and they exhibited developmental blocks. Some reports have raised the possibility that the ability to contribute to chimera formation is not the best criterion of true naïve pluripotency. Actually, some human and non-human primate PSCs have demonstrated naïve-like conversion and also achieved the ability to contribute to interspecific chimeras^17^,^28^. However, transcriptome evaluations with these pre- and post-implantation embryos showed incomplete naïve-like conversion^7^,^14^. On the other hand, human naïve ESCs most resemble mouse ESCs and primate pre-implantation embryos but are only incorporated into mouse embryos as interspecific chimeras very inefficiently^28^. Interspecific chimera formation using PSCs has been achieved in the mouse and rat^20^,^26^,^32^. On the other hand, if truly naïve PSCs from other mammalian species could be generated successfully, it is not certain whether they could contribute to interspecific chimeras efficiently or not. Here, when Cm naïve-like ESCs were injected into mouse 8-cell embryos, almost all the chimeric embryos degenerated or were retarded around the implantation stage. These results imply that naïve-like Cm ESCs contributed temporarily to the mouse embryos but had negative effects at around 5.5–6.5 dpc. On the other hand, when mouse blastocysts were used as hosts, naïve-like Cm ESCs were barely incorporated at all, and the embryos developed normally without any developmental impairments. These results suggest that the generation of chimeras using other mammalian PSCs needs to be examined, for not only the status of PSCs but also for host embryo compatibilities in terms of the species involved and their developmental stages.

Enhanced ability for *in vitro* neural differentiation was demonstrated after naïve-like conversion of Cm PSCs even if they did not completely reach true naïve pluripotency. We also found that these naïve-like ESCs showed superior capacity for oligodendrocyte differentiation than iPSCs. We demonstrated previously that naïve-like conversion enhances the difference in innate *in vitro* differentiation capacity between rabbit ES cells and iPS cells^13^. Almost no *in vitro* differentiation targets were achieved, other than the formation of germ cells, which can be generated more effectively in naïve PSCs than in primed PSCs^6^,^12^,^13^. Although evaluations of targeted *in vitro* differentiation potential with several target lineages before and after naïve conversion of human PSCs need to be demonstrated, the *in vitro* targeted induction of differentiation by confirming the potential for forming chimeras needs to be examined using experimental animals. Non-human primate PSCs, which transcriptionally most resemble pre-implantation epiblasts, are needed for assessing whether they can contribute effectively to chimeras, and can differentiate efficiently to desired target cell types *in vitro*.

In conclusion, we have attempted to convert primed-state Cm PSCs to a naïve state. Despite our confirmation of several naïve characteristics, transcriptome evaluation suggested that they should be classified not as “true naïve state” but as having an incomplete “naïve-like” state. We have also elucidated that these naïve-like PSCs showed enhanced ability for *in vitro* neural differentiation. The achievement of true naïve conversion using non-human primate PSCs will lead to practical applications in human regenerative medicine.

## Materials and Methods

### Animals

All animals (Cm and ICR mice) were maintained and used for experiments in accordance with the guidelines for animal experimentation of the University of Miyazaki, RIKEN Bioresource Center, and Tsukuba Primate Research Center after obtaining approvals by the responsible committees of each institution.

### Naïve-like conversion of Cm ESCs

The Cm ESC lines CMK6 (male), CMK9 (female), and TRSK (male) were used as reported^33^,^34^. To maintain their primed-state pluripotency, Cm ESCs were cultured in bFGF/KSR medium consisting of 78% Dulbecco’s modified Eagle’s medium/Ham’s F-12 (DMEM/F12) supplemented with 15% KSR, 2 mM GlutaMax (Invitrogen Life Sciences, Carlsbad, CA, USA), 1% non-essential amino acids, 0.1 mM mercaptoethanol, and 4 ng/ml human recombinant bFGF (Wako, Osaka, Japan). To convert Cm ESCs into a naïve-like state, PiggyBac (PB) vectors carrying Dox-inducible *hKLF2* or *hNANOG* coupled to Venus were cotransfected with a PB-EOS-*GFP/puroR* reporter, which has an rtTA expression construct^15^,^20^, and pCAG-PBase using an NEPA21 electroporator (Nepa Gene Co., Ltd., Chiba, Japan). To confirm the chimeric contribution of ESCs into mouse embryos as interspecific chimeras, cell lines transfected with PB-CAG-*Su9DsRediN* were established concurrently. One day after transfection, G418 (200 μg/ml) and puromycin (250 ng/ml) were added to the selection in the presence of 1 μM Dox. Two weeks after selection, transfectants were dissociated with trypsin digestion and replated and cultured in naïve-like conversion medium (K5cLD) consisting of 38% DMEM/F12 and Neurobasal Medium supplemented with 20% KSR, 1% N2 supplement, 2% B27 supplement, 2 mM GlutaMax, 1% non-essential amino acids (Invitrogen Life Sciences), 0.1 mM β-mercaptoethanol, 1% penicillin-streptomycin, and a five-chemical mix (5c): 5 μM Gö6983, 10 μM forskolin (Sigma-Aldrich, St. Louis, MO, USA), 5 μM kenpaullone, 3 μM CHIR99021 (Stemgent Inc., Cambridge, MA, USA), 0.5 μM SB590885 (Wako). Additionally, cell lines were evaluated in the presence or absence of 0.1% recombinant human LIF (L in media abbreviations; Wako) and 1 μM Dox (D in media abbreviations; TaKaRa, Bio Inc., Shiga, Japan). K5cLD was changed daily, and cells were passaged using trypsin/EDTA by single cell dissociation and replated on mitomycin C-treated mouse embryonic fibroblast (MEF) feeder cells. To determine the appropriative culture conditions for Cm naïve conversion, a culture medium used for rabbit cell naïve-like conversion^12^ was also assessed using K5cLD in the absence of Gö6983 and SB590885 (this medium was termed K3cLD).

To assess the culture media reported by Takashima *et al*.^15^, PB-tet-*KLF2*, PB-tet-*NANOG*, PB-EOS-*GFP/puroR*, and PB-CAG-*Su9DsRediN* were transfected into the Cm ESC line, CMK6, and cultured for 2 weeks in conventional primed culture medium in the presence of 1 μM Dox. According to Takashima *et al*., to derive Cm naïve PSCs, cultures were switched to *t* (titrated) 2iLD medium consisting of 48% DMEM/F12, 48% Neurobasal medium, 1% N2 supplement, 2% B27 supplement, 2 mM GlutaMax (Invitrogen Life Sciences), 0.1 mM β-mercaptoethanol, 1% penicillin-streptomycin, small molecules—1 μM CHIR99021, and 1 μM PD0325901—(Stemgent), and 0.1% recombinant human LIF in the presence of Dox. Human-embryo-derived H9 cells that overexpressed *NANOG* and *KLF2* genes were cultured in *t*2iLD medium for evaluating Cm naïve conversion.

To assess LIF-dependent maintenance of the naïve-like pluripotency of Cm ESCs, CMK6 and TRSK cell lines were cultured on DR4 feeder cells (Applied StemCell, Inc., Milpitas, CA, USA) expressing the puromycin resistance gene. The culture medium used was K5cL (in the presence of LIF) or K5c (in the absence of LIF). Cells were treated with 0.5 μg/ml of puromycin for 10 days.

### iPS cell generation and culture

Cultured Cm somatic cells were trypsinized to disperse into single cells and electroporated with 10 μg each of pCXLE-hOCT3/4-shp53-F, pCXLE-hUL, or pCXLE-hSK^35^ (Addgene, Cambridge, Massachusetts, USA) using a NEPA21 electroporator. Transfected cells were cultured at 37 °C under 6% CO_2_ in air using DMEM supplemented with 10% foetal bovine serum, penicillin, and streptomycin. Eight days after transfection, cells were replated into 100-mm culture dishes and cultured using bFGF/KSR medium on MEF feeder cells at 37 °C under 6% CO_2_ in air. Twenty-six days after electroporation, iPS-like cell colonies were isolated mechanically and replated onto MEF feeder cells. Passaging of Cm iPSCs was performed by incubating the cells with phosphate buffered saline supplemented with 0.25% trypsin, 1 mg/ml collagenase type IV, 20% KSR, and 1 mM CaCl_2_. Fresh medium was changed daily, and cells were passaged every 3–4 days. To convert iPSCs into a naïve-like state, plasmids vectors for naïve-like conversion of Cm ESCs other than PB-CAG-*Su9DsRediN* were transfected and cultured as above. The Cm PSC lines used could be divided roughly into three categories of cell lines: embryonic stem (ES: CMK6 (male), CMK9 (female), and TRSK (male)); liver-derived iPS (iPS-L3, iPS-L6); and stomach-derived iPS (iPS-S6, and iPS-S12). After establishment, to confirm persistence of the remaining exogenous plasmid vectors, genomic DNA samples of all iPSC lines were subjected to genomic PCR using the specific primers listed in Supplementary Table S4.

### Total RNA preparation and mRNA expression analysis

To avoid contamination from MEF feeder cells, Cm PSC lines (CMK6, TRSK, CMK9, iPS-L3, iPS-L6, iPS-S6, and iPS-S12) were cultured for more than two passages on MEF-free culture plates coated with laminin-511 (Wako). Total RNA was isolated with RNeasy Plus mini kits (QIAGEN, Hilden, Germany) from cells cultured under the appropriate conditions. After QIAshredder (QIAGEN) treatment to prevent contamination with genomic DNA, the first-strand cDNA was synthesized using RNA PCR kits (TaKaRa Bio Inc.) for reverse transcriptase polymerase chain reaction (RT–PCR). The synthesized cDNA was amplified by PCR using the specific primers listed in Supplementary Table S4, with a cycling program of 94 °C for 3 min and 35 cycles of 94 °C for 30 s, 60 °C for 30 s, and 72 °C for 30 s. For RT–qPCR, a LightCycler 96 (Roche Applied Sciences, Mannheim, Germany) was used to determine mRNA expression levels using the Fast Start Essential DNA Green Master Mix (Roche Applied Sciences), with a program of 94 °C for 10 min, 40 cycles of 94 °C for 10 s, 60 °C for 10 s, and 72 °C for 10 s.

### Transcriptome analysis by SC3-Seq

Total RNAs of Cm ESCs (CMK6, TRSK, CMK9) and iPSCs (iPS-L3, L6, S6, S12), cultured in bFGF/KSR (primed), K5cLD (naïve-like), or K5c (differentiated) media, were prepared as above. Total RNAs of Cm somatic cells from the liver and stomach were also prepared. cDNA synthesis and the construction of a SC3-seq library were carried out as reported^7^,^36^. Briefly, cDNA was synthesized from 1 ng of total RNA s and evaluated for quality using an ERCC RNA Spike-In Mix (Ambion #4456740; Thermo Fisher Scientific). SC3-seq libraries of quality-checked cDNAs were constructed and sequenced using a Nextseq500 system (Illumina, San Diego, CA, USA; 75 bp, single read; FC-404-2005). Expression levels were converted using cufflinks v. 2.2.0^37^ with the “-compatible-hits-norm-library-type fr-unstranded-max-mle-iterations 50000” options. We defined expressed genes as those whose log_2_ (RPM + 1) values were >4 or greater than ~10–20 copies per cell, which is a lower limit for reliable and reproducible detection by the single-cell cDNA amplification method^7^,^36^ in at least one sample. UHC was performed using the “hclust” function with Euclidian distances and Ward’s method (ward.D2). PCA was performed using the “prcomp” function without scaling. Gene expression of the PSCs in several culture conditions were compared with those of Cm embryos in the undifferentiated inner cell mass (ICM), pre-implantation epiblasts (Pre-EPI), post-implantation early epiblasts (PostE-EPI), post-implantation late epiblasts (PostL-EPI), and gastrulating cells 1, 2a, and 2b (Gast1, 2a, and 2b)^7^.

### Evaluation of chimeric contribution to mouse embryos

To evaluate whether the naïve-like Cm ESCs could contribute to mouse embryos and pups as interspecific chimeras, naïve-like CMK6 or TRSK cells were trypsinized to dissociate into single cells. Recipient embryos were obtained by *in vitro* fertilization using superovulated ICR strain mouse oocytes and ICR sperm in human tubal fluid medium (ARK Resource, Kumamoto, Japan) and then cultured in potassium simplex optimized medium (ARK Resource) to develop into 8-cell stage embryos or blastocysts. Naïve-like CMK6 or TRSK cells (*n *=* *5–10) were injected into the perivitelline spaces of 8-cell embryos or blastocoels of the blastocysts using a Piezo-driven micromanipulator (Prime Tech Ltd., Ibaraki, Japan). Interspecific 8-cell embryos or blastocysts were transplanted into the oviducts or uteri of pseudopregnant ICR mice, respectively. Early post-implantation (5.5- and 6.5-dpc) embryos were recovered and observed using a fluorescence microscope, MVX10 (Olympus, Tokyo, Japan). Chimerism of any embryos or neonates was determined by the presence of DsRed signals and brown hair colour.

### *In vitro* neural differentiation

As reported^12^,^13^ to induce neural differentiation, Cm PSC lines were digested with trypsin, suspended in embryoid body (EB) medium containing 78% DMEM/F-12 supplemented with 20% KSR, 1% non-essential amino acids, 50 units/ml penicillin, 50 μg/ml streptomycin, 0.1 mM β-mercaptoethanol, 1% N2 supplement, 4 μM all-*trans*-retinoic acid (Sigma-Aldrich), and 10 μM SB431542 (Tocris Bioscience, Bristol, UK). To achieve single EBs of a uniform size, 1,000 PSCs in a volume of 100 μl were dispensed into each well of low-cell-adhesion 96-well round-bottomed plates (Thermo Fisher Scientific, Waltham, MA, USA), tapped gently, and cultured at 37 °C under 6% CO_2_ in air. To obtain differentiated oligodendrocytes, six EBs were transferred to matrigel-coated (BD Biosciences, Franklin Lakes, NJ, USA) 4-well multi-dishes (Nunc) and allowed to attach to the bottoms of the wells. The medium was then changed from EB medium to neural differentiation medium (the same formulation as EB medium, with the addition of 10% KSR). After 10 days, the medium was changed from neural differentiation medium to the culture medium without retinoic acid or SB431542 but with 100 ng/ml Noggin (Wako). The cells were cultured for a further 20 days, with fresh medium changed every day. After *in vitro* neural differentiation, cells were immunochemically stained using the neural antibodies anti-TUJ1, anti O1, and anti-CNPase.

### Statistical analysis

Mean values were compared using one-way analysis of variance (ANOVA). Where appropriate, the significance of differences in the means was determined with Fisher’s exact probability test. P < 0.05 was considered to be significant. All experiments were analysed at least in triplicate.

## Additional Information

**Accession codes**: SC3-seq. data have been deposited in the Gene Expression Omnibus database (GEO; http://www.ncbi.nlm.nih.gov/geo/) and given the series accession number GSE87576.

**How to cite this article**: Honda, A. *et al*. Discrimination of Stem Cell Status after Subjecting Cynomolgus Monkey Pluripotent Stem Cells to Naïve Conversion. *Sci. Rep.* **7**, 45285; doi: 10.1038/srep45285 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
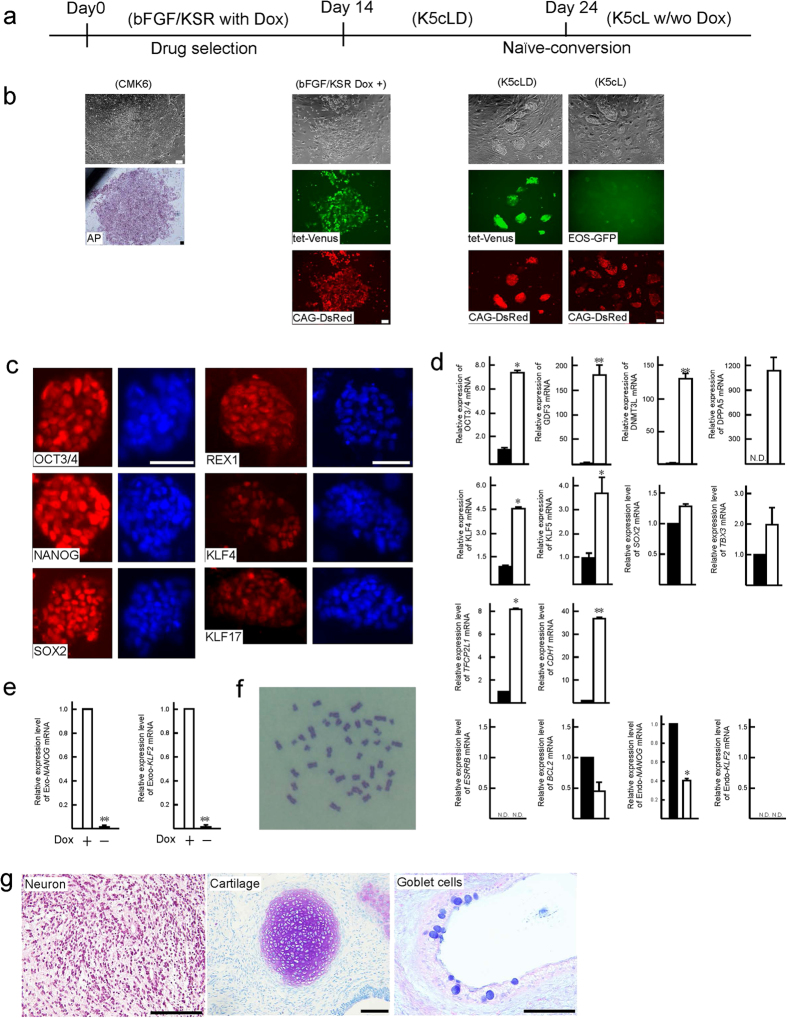
Naïve-like conversion of cynomolgus monkey (Cm) ESCs. (**a**,**b**) Schematic representation of time schedule (**a**) and representative images (**b**) of the naïve-like conversion of a Cm ESC line, CMK6, observed at different stages during naïve-like conversion. AP, alkaline phosphatase activity. Scale bar = 100 μm. (**c**) Immunocytochemical analysis of the CMK6 cell line that had been converted into a naïve-like state, using antibodies (OCT3/4, NANOG, SOX2, REX1, KLF4, and KLF17) directed against markers of naïve pluripotency-related proteins. Scale bar = 50 μm. (**d**) RT–qPCR for naïve pluripotency-related transcripts before (closed bars: primed) and after (open bars: naïve-like) naïve-like conversion. Error bars indicate the standard deviation (S.D.) *P < 0.05; **P < 0.01. (**e**) RT–qPCR confirmation of the expression and silencing of Exo-*hNANOG* and Exo-*hKLF2* in the presence (+) or in the absence (−) of Dox. (**f**) Normal number (2n = 42) of metaphase chromosomes confirmed in naïve-like converted CMK6 cells at passage 12. (**g**) Teratoma formation by naïve-like converted CMK6. Various tissues of the three germ layer origins are identified: neurons stained with haematoxylin and eosin (ectoderm), hyaline cartilage stained with Toluidine blue (mesoderm), and goblet cells stained with Alcian blue (endoderm). Scale bar = 100 μm.

**Figure 2:**
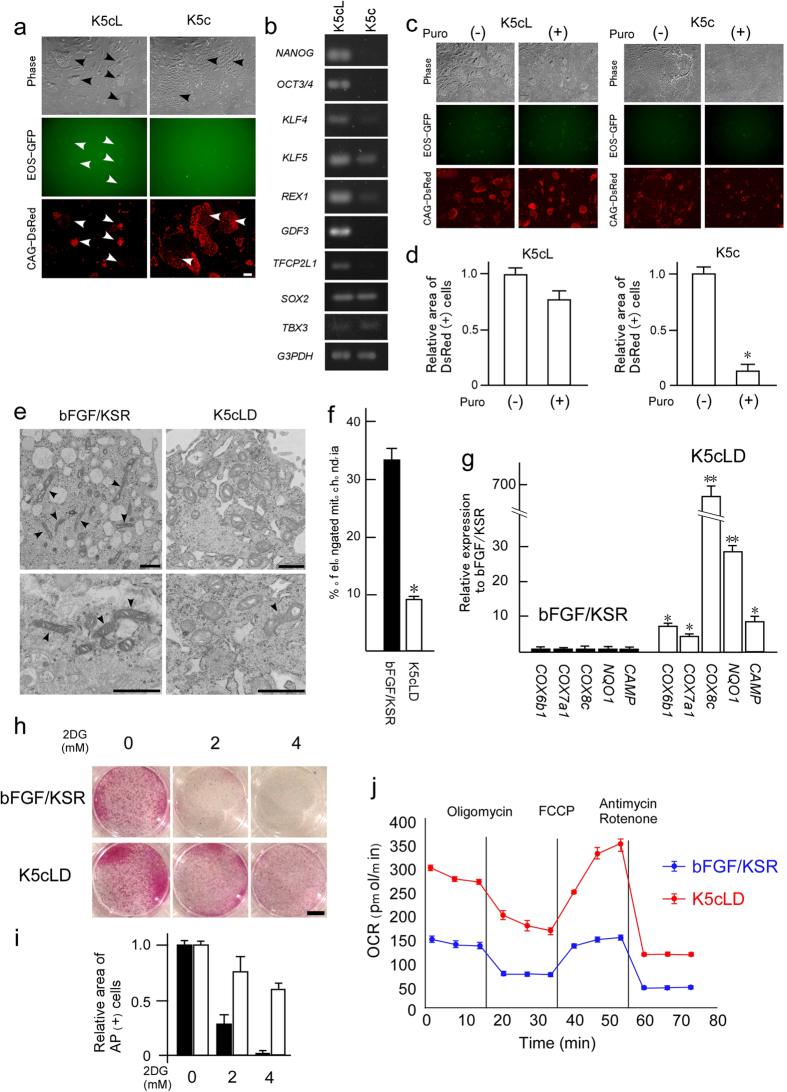
Reactivity of LIF and mitochondrial alterations according to naïve-like conversion of Cm ESCs. (**a**) Phase contrast images (Phase), EOS-GFP, and CAG-Su9DsRed signals of naïve-like Cm ESCs cultured in the presence (K5cL medium) and the absence (K5c) of LIF. After withdrawal of LIF, cobble-stone-like colonies appeared, and faint EOS-GFP signals disappeared completely. Scale bar = 100 μm. (**b**) Semi-quantitative RT–PCR of naïve-like Cm ESCs before and after withdrawal of LIF. The mRNA expression of all examined naïve pluripotency-related genes decreased or disappeared after the withdrawal of LIF. (**c** and **d**) Puromycin resistance assay using naïve-like Cm ESCs before and after the withdrawal of LIF. Colony morphology and fluorescence signals are shown as images (**c**) and as quantitative evaluations (**d**). In the absence of LIF (–), almost all naïve-like Cm ESCs disappeared with puromycin treatment. (**e** and **f**) Electron microscopic images (**e**) and their quantification (**f**) of the mitochondria in Cm ESCs before (bFGF/KSR) and after (K5cLD) naïve-like conversion. Before naïve-like conversion, primed-state ESCs contained more elongated mitochondria (arrowheads) than naïve-like converted cells. Scale bar = 1 μm. (**g**) RT–qPCR of potential regulators involved in mitochondrial respiration, *COX6b1, COX7a1, COX8c, NQO1*, and cytochrome oxidase (COX)-associated mitochondrial protein (*CAMP*) before (bFGF/KSR medium, closed bars) and after (K5cLD medium, open bars) naïve-like conversion. All genes examined were upregulated by naïve-like conversion. (**h** and **i**) AP positive colony formation (**h**) and quantification (**i**) with 2-deoxyglucose (2DG) treatment. Scale bar = 1 cm. Within a week, almost all Cm ESCs in primed culture conditions (bFGF/KSR) disappeared in the presence of 4 mM of 2DG. (**j**) Graph of OCR changes in naïve-like ESCs and primed ESCs. Error bars indicate the S.D. *P < 0.05; **P < 0.01.

**Figure 3:**
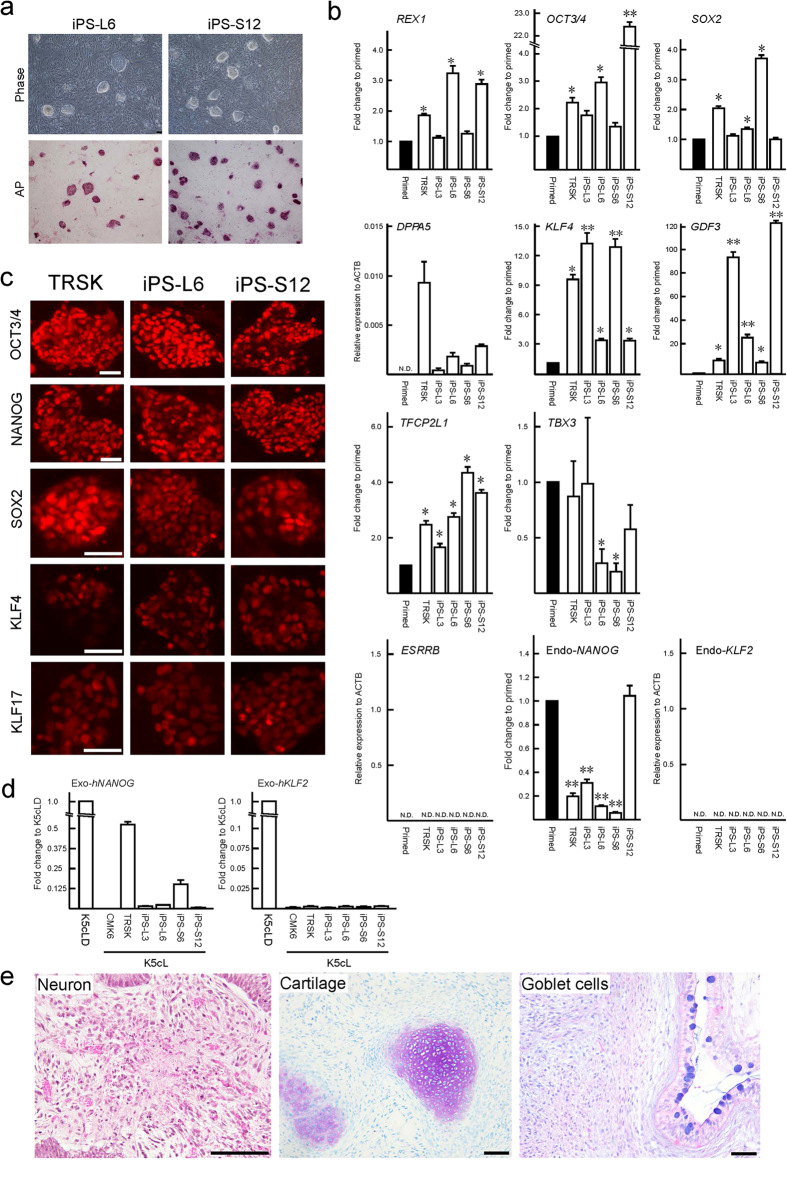
Naïve-like conversion of Cm iPSC lines. (**a**) Phase contrast images (Phase) and the alkaline phosphatase activity (AP) signals of naïve-like Cm iPSCs. (**b**) RT–qPCR for naïve pluripotency-related transcripts before (closed bars: primed) and after (open bars: naïve-like) naïve-like conversion of a Cm ESC line, TRSK, and iPSC lines. Expression levels before (primed) and after naïve-like conversion of each cell line are standardized to 1.0. *DPPA5* and endo*-KLF2* indicate the relative expression level of *ACTB* (α-actin). Error bars indicate the S.D. *P < 0.05; **P < 0.01. (**c**) Immunocytochemical analysis of PSC lines (TRSK, iPS-L6, and iPS-S12) that had converted into a naïve-like state, using antibodies directed against markers of naïve pluripotency related proteins. (**d**) Relative expression of Exo-*hNANOG* and Exo-*hKLF2* in the presence (K5cLD medium) and in the absence (K5cL medium) of Dox. (**e**) Teratoma formation of a naïve-like converted iPSC line, iPS-S12. Various tissues of the three germ layers are identified: neurons stained with HE (ectoderm), hyaline cartilage stained with Toluidine blue (mesoderm), and goblet cells stained with Alcian blue (endoderm). Scale bar = 100 μm.

**Figure 4:**
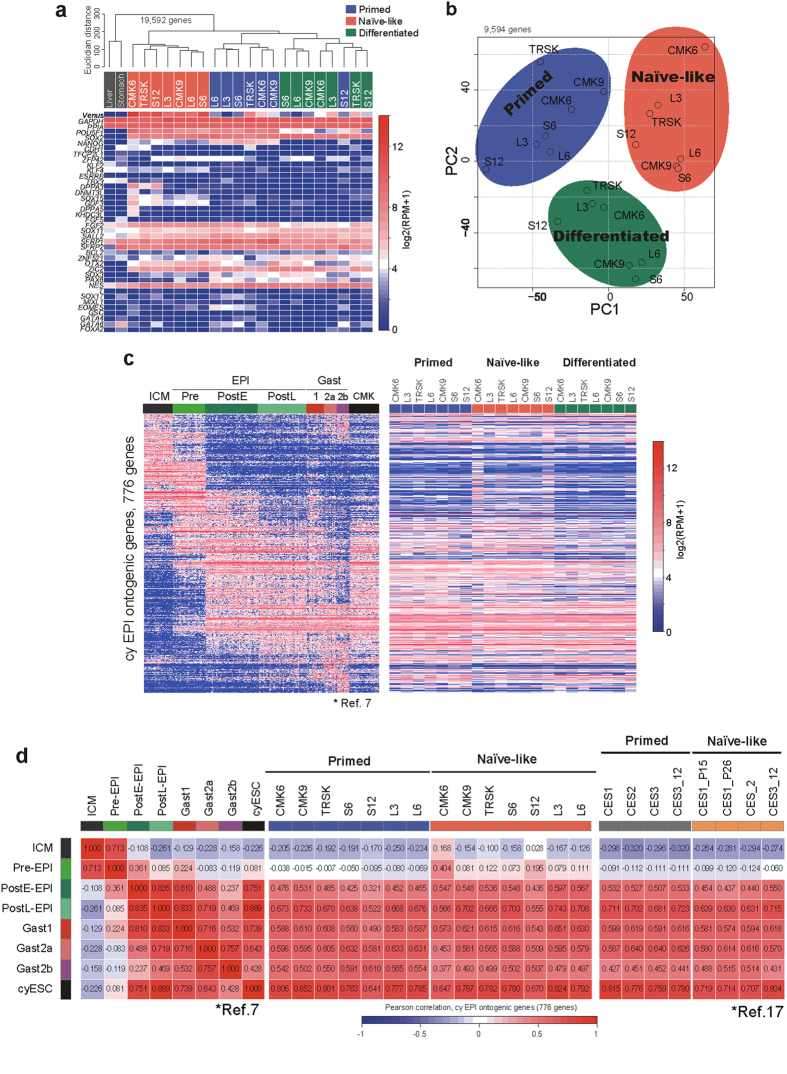
Transcriptome evaluation of naïve-like Cm PSCs by SC3-seq. (**a**) UHC of Cm somatic cells and PSCs cultured in bFGF/KSR (primed medium), K5cLD (naïve-like medium), and K5c (differentiated medium) by all expressed genes (log_2_(RPM + 1) > 4 in at least one sample among PSC lines; 19,562 genes) and heat maps of the levels of selected marker genes. Colour bars under the dendrogram indicate the cell types (grey, somatic cells; red, naïve-like PSCs; blue, primed PSCs; green, differentiated). (**b**) PCA of PSCs cultured in bFGF/KSR (blue: primed), K5cLD (red: naïve-like), and K5c (green: differentiated). (**c**) Heat map of the expression of 776 Cm EPI ontogenic genes in Cm embryos (ICM, Epiblast (Pre-, PostE-, and PostL-), Gastrulating (1, 2a, and 2b) and Cm ESCs (CMK6, TRSK, and CMK9) and Cm iPSCs cultured in bFGF/KSR (primed medium), K5cLD (naïve-like medium), and K5c (differentiated medium). (**d**) Heat map of the correlation coefficients among embryonic cells (Cm embryo), PSCs (primed, naïve-like), and those reported by refs 7 and 17. Correlation coefficients were calculated using the averaged expression levels of genes in (**c**).

**Figure 5:**
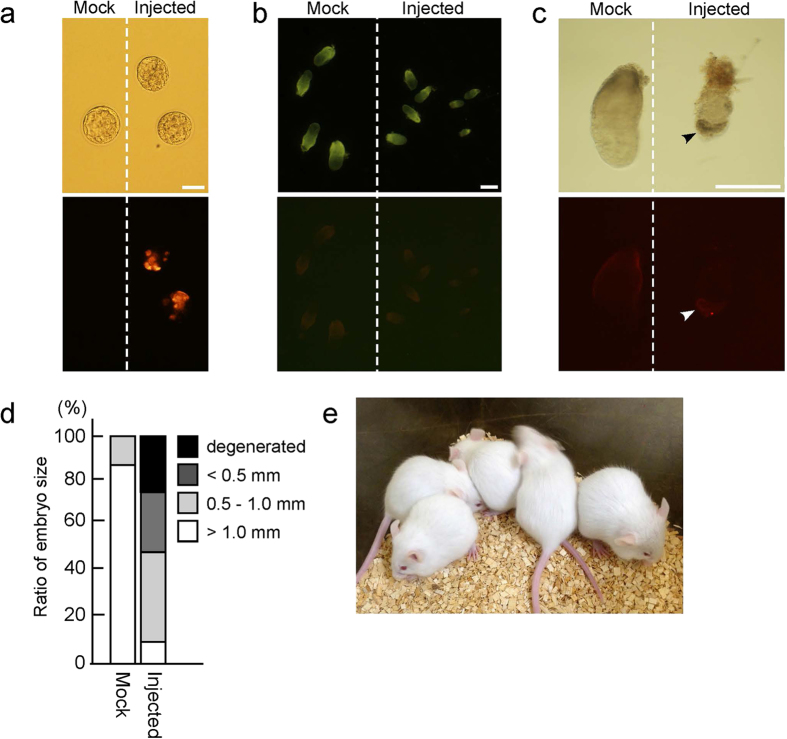
Production of cynomolgus monkey and mouse interspecific chimeras. (**a**) Interspecific blastocysts generated 2 days after injection of naïve-like Cm ESCs (CMK6) into mouse 8-cell embryos. DsRed signals were observed in injected embryos. Mock: mock injected embryo. Scale bar = 100 μm. (**b**) Evaluation of 6.5-dpc embryos. Almost all injected embryos retrieved were retarded in development without any DsRed signals. Scale bar = 500 μm. (**c**) An injected embryo retardedly developed at 6.5 dpc showed Cm ESCs contribution as dark brown colour (black arrowhead) and weak DsRed signal (white arrowhead) in the epiblast. Scale bar = 500 μm. (**d**) Comparison of embryo size of mock-injected and naïve-like ESC-injected embryos recovered at 6.5 dpc. (**e**) Detection of chimeric contribution by brown hair colour. No chimeric contribution was observed in any of the pups examined.

**Figure 6:**
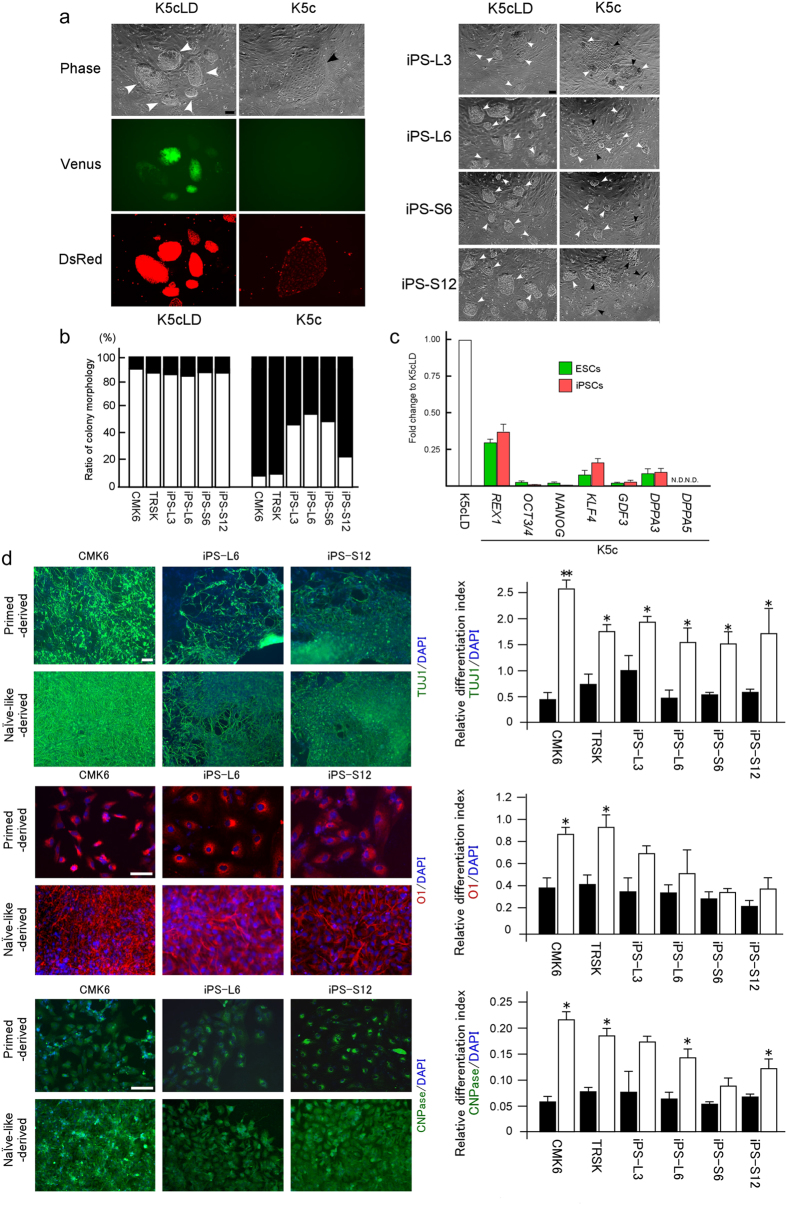
Difference in *in vitro* differentiation potential between naïve-like ESCs and iPSCs. (**a**; left panels) Phase contrast images (Phase), tet-Venus (Venus), and CAG-DsRed (DsRed) signals of a naïve-like converted Cm ESC line, TRSK, before (K5cLD medium) and after (K5c medium) induction of *in vitro* differentiation. Almost all colonies showed a cobble-stone-like cell morphology (black arrowhead) within 10 days after the withdrawal of Dox and LIF. (**a**; right panels) Phase contrast images of the naïve-like converted Cm iPSC lines before (K5cLD medium) and after (K5c medium) the induction of *in vitro* differentiation. In contrast to ESCs, dome-shaped colonies (white arrowheads) remained after 10 days’ withdrawal of Dox and LIF. (**b**) Ratio of colony morphology of naïve-like ESCs and iPSCs before (K5cLD medium) and after (K5c medium) withdrawal of Dox and LIF. Open bars, dome-shaped colonies; closed bars, cobble-stone-like colonies. (**c**) Relative mRNA expression of pluripotency-related genes evaluated by RT–qPCR summarized for naïve-like Cm ESC lines (CMK6, TRSK, and CMK9) and naïve-like iPSC lines (iPS-L3, iPS-L6, iPS-S6, and iPS-S12) before and after withdrawal of Dox and LIF. (**d**) Immunocytochemical evaluation of the *in vitro* ability to differentiate into neurons (TUJ1) and oligodendrocytes (O1 and CNPase) before and after naïve-like conversion of Cm ESCs and iPSCs. Relative neural differentiation indices are shown for neurons immunostained for TUJ1 (top panels and top-right graph), oligodendrocytes marked by O1 (middle panels and middle-right graph) and CNPase (bottom panels and bottom-right graph) derived from Cm ESCs (CMK6, TRSK) and iPSCs (iPS-L3, iPS-L6, iPS-S6, iPS-S12). Closed bars, primed PSC-derived, open bars; naïve-like PSC-derived. Error bars indicate the S.D. *P < 0.05; **P < 0.01. Scale bar = 100 μm.

**Table 1:** Generation of naïve-like Cm ESCs–mouse interspecific chimeras.

Cell line	Host embryos (injected cells/embryo) 8-cells blastocysts		*In vitro* blastocysts (DsRed+) (degenerated or retarded)	Transplanted (pregnancy/foster mother)		Implanted (DsRed+)/Transplanted (degenerated or retarded)		
	(5)	(10)		oviduct	uterus	6.5 dpc	12.5 dpc	pups
CMK6	123		15 (9) (4)	95 (4/5)		23(0)/40 (21)	15(0)/35 (13)	n.d.
		135			118 (5/6)	30(0)/40 (8)	30(0)/38 (4)	13(0)/20 (4)
TRSK	95		12 (6) (6)	78 (3/4)		18(1)/38 (16)	13(0)/20 (12)	n.d.
		97			97 (4/5)	19(0)/37 (4)	10(0)20 (2)	12(0)/20 (4)
total	218	232	27 (15) (10)	173 (7/9)	215 (9/11)	90(1)/155 (49)	68(0)/113 (31)	25(0)/40 (8)

n.d: not determined.

# Supplementary material for: Discrimination of Stem Cell Status after Subjecting Cynomolgus Monkey Pluripotent Stem Cells to Naïve Conversion
**Source:** Sci Rep. 2017 Mar 28;7:45285. doi: 10.1038/srep45285
**Supplement:** Supplementary Information

# Supplementary Information

Discrimination of Stem Cell Status after Subjecting Cynomolgus Monkey Pluripotent Stem Cells to Naïve Conversion

Arata Honda1,2*, Yoshihiro Kawano1, Haruna Izu1, Narantsog Choijookhuu3 , Kimiko Honsho1, Tomonori Nakamura4,5, Yukihiro Yabuta4,5, Takuya Yamamoto6,7,8, Yasuhiro Takashima6, Michiko Hirose2, Tadashi Sankai9, Yoshitaka Hishikawa3, Atsuo Ogura2, Mitinori Saitou4,5,6,7

**Figure S1. Proliferation and appearance of cynomolgus monkey (Cm) ESC line.** (**a**) A Cm ESC line, CMK6, which was transfected with *hNANOG* and *hKLF2*, was cultured using primed-state condition for 2-weeks (bFGF/KSR medium, black line). After replacement with *t*2iLD medium (blue), Cm ESCs could not be maintained in a manner similar to human naïve hESCs (purple). However, the K5cLD (green) or K3cLD (red) lines could maintain their proliferating ability together with naïve-like characteristics. (b) Colony morphology of Cm ESCs and hESCs cultured in several different media. Arrowheads indicate differentiated colonies. Scale bar = 100 m.

**Figure S2. Appearance of differentiating colonies in the absence of Dox**. After withdrawal of Dox, putative differentiating colonies (black arrowheads) appeared and increased with culture. Scale bar = 100 m.

**Figure S3. Immunohistochemical confirmation of teratomas derived from naïve-like converted ESCs**. Sections of teratomas derived from a naïve-like converted ESC line (CMK6). Neurons (top panels) and muscle cells (bottom panels) were confirmed by immunostaining using an anti-neural specific enolase (NSE) antibody and anti -smooth muscle actin antibody (aSMA), respectively. HE, haematoxylin and eosin staining. Scale bar = 100 m.

**Figure S4. Reversible generation of prime-type colonies from naïve-like colonies.** Naïve-like CMK6 cells were reversibly converted to a primed state by changing from K5cLD medium to primed culture medium (bFGF/KSR). Scale bar = 100 m.

**Figure S5. Establishment of iPSCs from Cm somatic cells.** (a) Phase contrast images of somatic cells (liver and stomach; top panels), generated iPSCs (middle panels; the left shows iPS-L6 cells, and the right shows iPS-S12 cells), and their alkaline phosphatase activity (AP, bottom panels). (b) Semi-quantified RT–PCR analysis of the expression of selected pluripotency-related genes (Endo-) and transgenes (Exo-) in Cm iPSC lines, and the original Cm liver and stomach cells. All pluripotency-related genes were expressed, whereas iPS-L3 and iPS-S6 cell lines slightly expressed exogenous *OCT3/4* genes. (c) Detection of exogenous plasmids in iPS lines by genomic PCR. A plasmid vector, pCXLE-hOCT3/4-shp53-F, was detected in the iPS-L3, iPS-L6, and iPS-S12 cells. (d) Teratoma formation with all three germ layers is shown by haematoxylin and eosin staining (neurons and muscle), toluidine blue staining (cartilage), alcian blue staining (goblet cells), and immunostaining (anti NSE and anti-SMA antibodies). These images represent teratoma sections derived from iPS-S12 cells. Scale bar = 100 m.

**Figure S6. Immunohistochemical confirmation of teratomas derived from naïve-like converted iPSCs (iPS-S12).** Neurons (left panels) and muscle cells (right panels) were confirmed by immunostaining using anti-NSE and anti-SMA antibodies, respectively. HE, haematoxylin and eosin staining. Scale bar = 100 m.

**Figure S7. Expression of naïve pluripotency-related genes of the Cm ESC and Cm iPSC lines before and after the withdrawal of Dox and LIF.** Expression levels of pluripotency-related genes in each cell line after the withdrawal of LIF and Dox (K5c) are shown as relative to naïve culture conditions (K5cLD medium).

**Figure S8. Contribution of Cm ESCs to mouse blastocysts.** (**a**) Naïve-like Cm ESCs observed in chimeric blastocysts are clearly distinguished as dark-brown cells (black arrowheads) and DsRed signals (white arrowheads) (right panels). However, weak signals were detected in the chimeric embryos that had been injected with primed-state Cm ESCs (left panels). Scale bar = 100 m. (**b**) When naïve-like Cm ESCs were injected into mouse 8-cell embryos, almost all the recovered embryos (25/28) had degenerated at the middle of pregnancy (12.5 dpc).

**Figure S9. Relative oligodendrocyte differentiation index of Cm ESC lines (CMK6 and TRSK) and iPSC lines (iPS-L3, iPS-L6, iPS-S6, and iPS-S12).** Closed bars, primed PSC-derived lines, open bars; naïve-like PSC-derived lines. Error bars indicate the S.D. *P < 0.05.

| **Status** | **Characteristics** | **Importance** |
| --- | --- | --- |
| Pluripotent | 1. Self-renewal activity | +++ |
| 2. Expression pluripotency related genes | ++ |
| 3. Teratoma (with three germ layers) forming ability | +++ |
| Naïve-like | 4. Domed-shape colony morphology | + |
| 5. LIF dependency | + |
| 6. Expression naïve pluripotency related genes | ++ |
| 7. Naïve pluripotent transcriptomal circuitry | ++ |
| 8. Ability to use mitochondrial respiration | ++ |
| Naïve | 9. Transcriptomal status resembling pre-implantation epiblasts | +++ |
| 10. Efficient ability to contribute to chimeric embryos with subsequent germline transmission | ++ |

**Supplementary Table S1. Characteristics of naïve-like and naïve pluripotency.**

A naïve pluripotent state fulfils characteristics 1–9, and ideally 10. In contrast, a naïve-like pluripotent state exhibits characteristics 1–8 but not 9 or 10. The relative importance of characteristics is indicated as: +, not necessary but ideally required; ++, required; and +++, necessary.

| Cm PSC lines | Normal/analysis (%) |
| --- | --- |
| CMK6 (P) | 32/40 (80) |
| CMK6 (N) | 34/39 (87) |
| TRSK (P) | 21/25 (84) |
| TRSK (N) | 22/24 (92) |
| iPS-L3 (P) | 20/25 (80) |
| iPS-L3 (N) | 22/28 (79) |
| iPS-L6 (P) | 32/35 (91) |
| iPS-L6 (N) | 37/40 (93) |
| iPS-S6 (P) | 19/23 (83) |
| iPS-S6 (N) | 20/24 (83) |
| iPS-S12 (P) | 37/40 (93) |
| iPS-S12 (N) | 36/40 (90) |

**Supplementary Table S2. Karyotype analysis.**

P, Primed; N, Naïve-like

|  | Cell lines | ECC | AP | IA | RT | Karyo | Tera | LWA | Mito | IND | RNA-seq | ICP |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ESC lines | CMK6 (P) | + | + | n.d. | + | + | n.d. | + | + | + | + | + |
| CMK6 (N) | + | + | + | + | + | + | + | + | + | + | + |
| TRSK (P) | + | + | n.d. | + | + | n.d. | + | + | + | + | n.d. |
| TRSK (N) | + | + | + | + | + | + | + | + | + | + | + |
| CMK9 (P) | n.d. | n.d. | n.d. | + | n.d. | n.d. | n.d. | n.d. | n.d. | + | n.d. |
| CMK9 (N) | n.d. | n.d. | n.d. | + | n.d. | + | n.d. | n.d. | n.d. | + | n.d. |
| iPSC lines | iPS-L3 (P) | n.d. | + | + | + | + | + | n.d. | n.d. | + | + | n.d. |
| iPS-L3 (N) | n.d. | + | + | + | + | + | n.d. | n.d. | + | + | n.d. |
| iPS-L6 (P) | n.d. | + | + | + | + | + | n.d. | n.d. | + | + | n.d. |
| iPS-L6 (N) | n.d. | + | + | + | + | + | n.d. | n.d. | + | + | n.d. |
| iPS-S6 (P) | n.d. | + | + | + | + | + | n.d. | n.d. | + | + | n.d. |
| iPS-S6 (N) | n.d. | + | + | + | + | + | n.d. | n.d. | + | + | n.d. |
| iPS-S12 (P) | n.d. | + | + | + | + | + | n.d. | n.d. | + | + | n.d. |
| iPS-S12 (N) | n.d. | + | + | + | + | + | n.d. | n.d. | + | + | n.d. |

**Supplementary Table S3. Characterization of Cm PSC lines.** P, primed; N, naïve-like; ECC, evaluation of culture conditions; AP, alkaline phosphatase activity; IA, immunocytochemical analysis; RT, RT–qPCR; Karyo, karyotyping; Tera, teratoma formation; LWA, LIF withdrawal assay; Mito, evaluation of mitochondrial status; IND, *in vitro* neural differentiation; ICP, interspecific chimera production using mice; +, examined; n.d., not determined.

| Gene | Forward (5 to 3) | Reverse (5 to 3) |
| --- | --- | --- |
| Primers | | |
| *OCT3/4* | GGGAGGAGCTAGGGAAAGAGAACCTA | CCCCCACCCGTTGTGTTCCCA |
| *GDF3* | AAATGTTTGTGTTGCGGTCA | TGAAGGGAGCGTCTCAGTCT |
| *DNMT3L* | CTGCTGACTCAGAACAGGCA | GTGACGACGCAAAAACCGAA |
| *DPPA5* | TTCCCGAAGACCTGAAAGATCC | CCGGGCCAAACATGGCTTTC |
| *KLF4* | TTGGGGTTTTCGGTTTTGGC | GCGAACGTGGAGAAAGATGG |
| *KLF5* | GACACCTCAGCTTCCTCCAG | TGGGATTTGTAGAGGCCAGT |
| *SOX2* | AAGGTTTTTCCCCCTTTATTTTCCG | GATTCTCGGCAGACTGATTCAAATA |
| *TBX3* | TGCTGATTTTTCGCCTTGCC | TCTGCAGCTGCTGTGTTTTG |
| *TFCP2L1* | TCCCATTTTTCTGGCATGCC | ATGAAACCTGGAGCTTTCGC |
| *CDH1* | ATGACAACAAGCCCGTGTTC | TTTTTGTCAGGCAGCTCAGG |
| *ESRRB* | AATGCCCCTTTTGGATCAGC | TGGAAAAGCTGCAGAAAGGC |
| *BCL2* | TCGGGCAACAGAAAACCATC | ATTTGTGCAGCAAGGGACTG |
| *NANOG* | TGTTCCGGTTTCCATTATGCC | TAGGCTCCAACCATACTCCA |
| *KLF2* | TGAGAAACCCTACCACTGCA | AAGGAGGATCGTGGTCTTTTCC |
| *Cox6b1* | GCTGGCAGAACTACCTGGAC | CATCCTGGGAGAAGGACAGA |
| *Cox7a1* | GAGTGCCCGAGAAACAGAAG | TCAGGTACAACGGGATGTCA |
| *Cox8c* | ATGGCTGTTGGACTTGTGGT | CCACAATGGTTGCATCACTC |
| *Nqo1* | CAGATCCTGGAAGGATGGAA | AAGTGATGGCCCACAGAAAG |
| *CAMP* | GCAGACCAGCATCTCAGACA | CAGAGTTTTCTTTCCGGCATT |
| *REX1* | ACCACTGTATCAAACTATATGGAACT | AAATGGATTCAAATGGACTAACGCT |
| *DPPA3* | AGTTTCTGCGTGTCCAATGG | GCATAGAGTAGCTTTCACAACCT |
| *Exo-hKLF2* | GCGCTCAGACGAGCTCACG | CATGTGCCGTTTCATGTGCAG |
| *Exo-hNANOG* | TTCTGCAGAGAATAGTGTCG | CGTCACACCATTGCTATTCTTC |
| *ACTB* | AGACCTGTACGCCAACACAG | AGGGCCAGACTCGTCATACT |
| Endo-primers | | |
| *NANOG* | CCTATGCCTGTGATTTGTGGG | AGGTTGTTTGCCTTTGGGAC |
| *OCT3/4* | CAGATCAGCCACATCGCCCAG | CAGATCAGCCACATCGCCCAG |
| *KLF4* | TCGTTGAACTCCTCGGTCTC | CTCTCCCACATGAAGCGACT |
| *SOX2* | GGTTACCTCTTCCTCCCACTCC | CCTCCCATTTCCCTCGTTTT |
| *L-MYC* | AGATTGCAAAGGTCGACTGC | ACCGGTGCATTTTCTTCATC |
| *G3PDH* | ACCACAGTCCATGCCATCAC | TCCACCACCCTGTTGCTGTA |
| Exo-primers | | |
| *OCT3/4* | CAGAAGGGCAAGCGATCA | ATTCCTAGAAGGGCAGGCA |
| *KLF4* | CATGAAGCGACTTCCCCCA | GCAAGCCGCACCGGCTC |
| *L-MYC* | AGCGAGGACATCTGGAAGAA | CAGCTTTCTGGAGGAAAACG |
| *pCXLE-*  *hOCT3/4-shp53-F* | CCATTTTGGTACCCCAGGCT | AAAGTCCCGGAAAGGAGCTG |
| *pCXLE-hUL* | ATGGTAATCGTGCGAGAGGG | ATCCTCCCCGCAGTCATAGT |
| *pCXLE-hSK* | TTGTCCCAAATCTGTGCGGA | CCGGGCTGTTTTTCTGGTTG |

**Supplementary Table S4. PCR primers used for RT–PCR.** Endo-primers, specifically recognized Cm cDNAs; Exo-primers, detect Tg-specific sequences.

**Supplementary Materials and Methods**

**Cell lines and culture details.** Somatic cells derived from the liver and stomach of a female Cm foetus (79 days of gestation) were extirpated, incised, washed with Hanks’ balanced salt solution, and bluntly dissected using 1 mg/ml collagenase, 1.4 mg/ml DNase, and 0.2% trypsin. After termination of enzyme treatment by adding foetal bovine serum (FBS), loosened tissues were dissected into single cells and small clumps by gentle pipetting. These cells were plated and cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% FBS, 10 mg/l insulin, 5.5 mg/l transferrin, 6.7 g/l selenium, 40 ng/ml hepatocyte growth factor (Peprotech, Rocky Hill, NJ, USA), 20 ng/ml epidermal growth factor (Peprotech), penicillin, and streptomycin. The H9 human embryo-derived cell line was used (WiCell Research Institute, Madison, WI, USA)1.

**Plasmid preparation.** To prepare pPB-CAG-Su9DsRed-IRES-NeoR, the Su9DsRed2 fragment was excised from pCXN-Su9DsRed2[2](#_ENREF_1) using the restriction endonuclease *Eco*RI. The Su9DsRed2 fragment was introduced into the *Eco*RI site of pPBCAG-cHA-IN.

**Immunocytochemical analysis.** Cm PSC lines (CMK6, TRSK, iPS-L3, iPS-L6, iPS-S6, and iPS-S12), which were not transfected with *DsRed* gene, were used for immunocytochemical analysis. Marker expression was analysed by fixing the cells attached to the bottoms of the culture plates with 4% paraformaldehyde for 30 min at room temperature and then washing them three times (5 min each) with Tris-buffered saline containing 1% bovine serum albumin (BSA; wash buffer). To permeabilize the cells, they were treated with 0.1% Triton X-100 in wash buffer for 10 min and then incubated in blocking solution (10% normal donkey serum and 1% BSA in wash buffer) for 30 min. The following primary antibodies were used: anti-OCT3/4, anti-SOX2, anti-KLF4, anti-REX1, and anti-O1 from Santa Cruz Biotechnology (Dallas, TX, USA), anti-NANOG from COSMOBIO (Tokyo, Japan), anti-KLF17 from Atras Antibodies, AB, Bromma, Sweden), anti-TUJ1 from R and D systems, Inc. (Minneapolis, MN, USA) and anti-CNPase from Sigma-Aldrich (St. Louis, MO, USA). All antibodies were diluted in blocking solution and incubated with the samples overnight at 4 °C. The next day, the cells were washed three times with wash buffer and incubated with secondary antibodies at room temperature for 1 h. The cells were washed three times with wash buffer and covered with 50% glycerol containing DAPI. The fluorescent signals were detected and quantified using a BZ-9000 Series All-in-One Fluorescence Microscope and BZII image analysis system (Keyence, Osaka, Japan).

**Karyotyping.** Cm PSC lines (CMK6, TRSK, iPS-L3, iPS-L6, iPS-S6, and iPS-S12) before and after naïve-like conversion were incubated with colcemid (final concentration 100 ng/ml) for 4 h at 37 °C in 6% CO2 in air. Cells were trypsinized and pelleted at 120 *g* for 3 min, resuspended in 6 ml of 75 mM KCl, and incubated at 37 °C for 15 min. Cells were centrifuged at 120 *g* for 3 min and then fixed using a 50% Carnoy’s solution (acetic acid: methanol ratio, 1:3). The centrifugation and fixing steps were repeated three times. During the last repeat, cells were kept in Carnoy’s solution and dropped onto glass slides. Chromosome spreads were stained with Giemsa solution.

**Teratoma formation.** To generate teratomas, 1–2  106 Cm PSCs (CMK6, TRSK, iPS-L3, iPS-L6, iPS-S6, and iPS-S12) before and after naïve-like conversion were injected under the testis of 5–8-week-old severe combined immunodeficiency (SCID) mice. At 4–8 weeks after transplantation, the teratomas were dissected out and fixed in paraformaldehyde. Paraffin wax sections were stained with haematoxylin/eosin, toluidine blue, or alcian blue. To detect neural cells and muscle cells, sections were immunohistochemically analysed using an anti-neural specific enolase antibody and anti--smooth muscle actin antibody (Dako, Glostrup, Denmark), respectively. Immunopositive signals were detected using an avidin-biotinylated peroxidase complex method.

**Electron microscopy of naïve-like converted Cm ESCs.** Cm ESC lines, CMK6 and TRSK, before and after naïve-like conversion were fixed in a mixture of 2.5% glutaraldehyde and 2% paraformaldehyde in 0.1 M phosphate buffer (pH 7.4) overnight at 4 °C. The fixed cells were then washed in phosphate buffer and post-fixed in 1% osmium tetroxide in phosphate buffer for 60 min on ice. They were then dehydrated and embedded in Epoxy resin, after which ultrathin sections (60–80 nm thick) were cut, stained with 2% uranyl acetate in 70% methanol and Reynolds’ lead citrate, and observed in a transmission electron microscope (HT-7700; Hitachi, Tokyo, Japan) operating at 80 kV.

**2-Deoxyglucose assay.** Cm ESC lines, CMK6 and TRSK, before and after naïve-like conversion were seeded with the same numbers of cells (4  104/well) and cultured on feeder free condition in the absence and in the presence (2 mM and 4 mM) of 2 deoxyglucose (2DG) for 5 days. To prevent apoptosis according to the single dissociation of primed-state ESCs, cells were cultured in the presence of a Rock inhibitor, Y27632, for 2 h before and after passage. Alkaline phosphatase (AP) positive cells were detected and quantified with a BZ-9000 Series All-in-One Fluorescence Microscope and BZII image analysis system (Keyence).

**Oxygen consumption rate (OCR) measurement using Seahorse cellular flux assays**. OCR was measured using an XFp extracellular flux analyser (Seahorse Biosciences, Billerica, MA, USA) using the manufacturer’s protocol. In brief, naïve-like and primed ESCs were seeded onto XFp Seahorse miniplates precoated with laminin 511 at 4  104 cells per well and cultured overnight before the experiment. To prevent apoptosis according to the single dissociation of primed-state ESCs, cells were cultured in the presence of a Rock inhibitor, Y27632, for 2 h before and after passage. Culture media were exchanged for XF Base Medium (Seahorse Biosciences) supplemented with 1mM sodium pyruvate and 10 mM glucose with an adjusted pH of 7.4, and cells were incubated at 37°C under 5% CO2 in humidified air for 1 h. Oligomycin (1.0 M), 4-(trifluoromethoxy)phenylhydrazone (FCCP, 1.0 M), antimycin (0.5 M), and rotenone (0.5 M) were injected during the assay (XF Cell Mito Stress test kits, Seahorse Biosciences). The OCR values were normalized to the number of cells present in each well. Changes in OCR in response to the addition of substrates and inhibitors were defined as maximal changes after their injection compared with the last OCR value measured before the injection.

**Quantitative assessment of neural differentiation.** A quantitative immunocytochemical analysis of the differentiated immunopositive cells was performed after their differentiation was induced from the same numbers of uniformly sized embryoid bodies (EBs; 6 per well) for the same duration. The immunopositive cells were quantified using a BZ-9000 image analyser. Because the core region of the EB attachment area constituted a large immunopositive cluster, it was not counted as a single immunopositive cell. Instead, the immunopositive area per unit area of the well was measured. The area of DAPI-labelled nuclei on each image was defined as the total cell area per unit area of the well. The immunopositive area/DAPI area was used as the “neural differentiation index”. To evaluate the difference of differentiation capacity before and after naïve-like conversion between PSC lines, relative differentiation indices were compared.

# References

1 Thomson, J.A. *et al*. Embryonic stem cell lines derived from human blastocysts. *Science* **282**, 1145-1147 (1998).

2 Hasuwa, *H. et a*l. Transgenic mouse sperm that have green acrosome and red mitochondria allow visualization of sperm and their acrosome reaction in vivo*. Exp An*i**m** 59, 105-107 (2010).

How the deposited data were processed for this re-analysis (not part of the article)

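Expression was measured by SC3-seq in 21 libraries of Cm PSCs (3 ESC lines and 4 iPSC lines, each in the primed, naïve-like and differentiated condition) and in 2 libraries of somatic liver and stomach cells. The authors amplified cDNA from 1 ng of total RNA per library with spike-in RNA, sequenced its 3′ ends as 75 bp single reads and derived expression levels with cufflinks. The deposited values are RPM (mapped reads scaled by the library total), with 1 column per library and no pooling of replicates. The paper's text does not name the aligner. The columns were mapped to lines and conditions by their names, and no column was left without a sample.

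The 8415 genes analysed here are part of the transcriptome. By their gene IDs, 5564 of them matched an annotated gene and 2851 did not, and 980 took their symbol from the annotation. Of 46 genes listed from the paper's text and Fig. 4a, 12 were analysed here. The list did not hold MYCL, which was also among the analysed genes. The paper names it, as L-MYC, among the factors used to make iPSCs. The values were not counts of reads, since 87.8% to 93.0% of the values above 0 in a library were whole multiples of the library's step and the others were not, so tests that need counts were not used. The step gave the depth of each library, from 861000 to 7986000 reads with a median of 3004000. Values under the level of 3 reads (0.38 to 3.49 RPM) were read as not detectable at this depth. The 10 most abundant genes took 13.76% to 20.21% of the RPM in a library. The deposited library numbers run by condition, so a batch of library preparation, if there was one, and the condition cannot be told apart. The paper and the sample labels name no batches.

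Values were taken as log2(RPM + 1). As in the paper's methods, a gene counted as expressed above 4 on this scale in at least 1 PSC library (2776 genes, or 33% of the 8415). The tree (Ward's method on Euclidean distances) and the PCA (without scaling) used the paper's settings. The paper's statistics section names tests for the study in general and none for the SC3-seq data. Genes were compared with limma 3.58.1 in R 4.3.3, using a mean-variance trend, the 3 conditions of all 21 libraries in 1 fit and Benjamini-Hochberg adjusted p under 0.05. The lines are shared by the conditions by their labels, and the fit with the line as a block was run as an alternative. The difference of the conversion response between ESC and iPSC lines was tested as an interaction. Gene scores were means of log2(RPM + 1) over lists of genes written out in advance, compared by exact permutation tests over the 3432 divisions of 14 libraries, and by sign flips over the 128 assignments within lines. Scores, permutations and searches along chromosomes were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. Two-sided tests were used for differences and one-sided tests for agreement of the tree and for pseudo-F.

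The genes named in the text are first the analysed genes of the list drawn from the paper, which left out MYCL. The others are the 5 genes with the largest rise and the 5 with the largest fall. These were taken among genes past the threshold that changed the same way in all 7 lines. This was done for naïve-like against primed and for differentiated against naïve-like cells. Outside this rule, the 3 genes called glycolysis genes here, of which SLC2A1 encodes a glucose transporter, come from a list written out in advance. CDKN1A, PHLDA3, SESN2 and the genes at the ends of the run on chromosome 1, PRCC and S100A13, were chosen after their values were seen. The test was tried on simulated data with 200 genes changed by 2 on the log2 scale among 2776, a size that says little about smaller changes. It recovered 198 of them and made 11 false calls, and it made 0 calls in a comparison without changed genes. The search for runs of neighbouring genes found 20 of 20 planted runs of 40 genes with a shift of 0.5. Alternatives were another pseudocount, no filter and a stricter filter, quantile normalization, centring of the libraries, no mean-variance trend, the block, 2 conditions in the fit, other linkages and distances, and each line left out in turn. The embryo comparison of Fig. 4c,d was left out, because the embryo libraries were not used here. The RT-qPCR data were not analysed here.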

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

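In this part, the tests of exchanged libraries, of reads per library for single libraries and for the run, of reads shared by neighbouring genes, of the other genes with large falls in primed iPS-S12, of the dilution of POU5F1 by somatic RNA, and of few reads in DPPA5, KHDC3L, FGF5 and EOMES were chosen only after the result was seen. In each of 106 groups of 7 libraries, the gap between the highest or lowest library and its neighbour was divided by the range of the group and set against Dixon's 95% critical value for 7 libraries. The gap was larger in 12 groups, where chance gives 5.3, and 5 of the 12 concerned the naïve-like CMK6 library.

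Naïve-like CMK6 lay apart in the mean of the 5 pluripotency and early-embryo genes (gap over range 0.734), in DPPA5 (0.634), in KHDC3L (0.927), in SOX2, where it was the lowest (0.619), and in its distance to the mean of the other naïve-like libraries (0.662). That distance was 41.8, against 31.8 for the next library. Depth was weighed first. The library was the fifth from the fewest reads (rank 5 of 7), and over the 21 libraries the distance was not correlated with log2 reads within conditions (r = 0.02, permutation p = 0.936, rho = 0.0239, permutation p = 0.929, r = -0.0255 without the 2 libraries farthest from the median in reads, adjusted p = 0.936 over 4 tests). DPPA5 and KHDC3L lie next to each other and had the same value in naïve-like CMK6, 92 reads each. Their values differed in 4 libraries, but none of these had more than 3 reads of either gene, so it cannot be told whether reads were shared between the 2 genes. Without DPPA5 and KHDC3L, the gap over range of the CMK6 mean was 0.198, so its position rested on these 2 genes, while the difference between naïve-like and primed libraries over the remaining 3 genes was 0.50 (exact permutation test, two-sided, p = 0.0326, higher in 6 of 7 lines). CMK6 may have gone further on conversion than the other lines, which is a hypothesis from 1 library. No second naïve-like CMK6 library was analysed here, so it cannot be told apart from a property of that library. Shared reads could bear on DPPA5, KHDC3L and the mean that holds them, and not on the low SOX2. These genes are 2 of the 2776 behind the distance.

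The primed iPS-S12 library had the lowest POU5F1 of the primed libraries (gap over range 0.716) and was the library that fell into the cluster of differentiated libraries. An exchange of the primed and differentiated iPS-S12 libraries is not a candidate explanation, since POU5F1 was lower still, at 4.68 RPM, in the library named differentiated. Its reads were the second fewest of the primed libraries (rank 2 of 7), and iPS-L6, with fewer, had POU5F1 at 238.2 RPM. On the axis from the primed mean (0) to the differentiated mean (1), primed iPS-S12 stood at 0.198 over all expressed genes, and primed CMK9 stood higher, at 0.248, so a shift of all genes towards the differentiated state did not set it apart. A shift of the genes that fall most on differentiation cannot be excluded. Of the other 4 such genes named here, 3 were lowest in primed iPS-S12 among the primed libraries (CRIPTO at 2.76, HESX1 at 2.32 and AK4 at 4.61 in log2(RPM + 1)), although the gap was past Dixon's value in none of the 3, and the genes are not independent. Once the mean of each line was removed, 21 of 21 libraries lay in the cluster of their own condition, so the place of primed iPS-S12 in the tree is consistent with expression shared by the 3 libraries of that line.

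The mean of 13 genes that are high in the somatic libraries was also highest in primed iPS-S12 among the primed libraries, at 3.77. In the other conditions it was 2.75 and 2.57 in iPS-S12 and 2.78 and 2.95 in CMK9. It was not correlated with log2 reads within conditions (r = 0.265, permutation p = 0.272, rho = 0.167, permutation p = 0.509, r = 0.138 without the 2 libraries farthest from the median in reads, adjusted p = 0.936 over 4 tests). Somatic RNA mixed into the library could not be excluded. Of the 9 somatic genes for which such a mixture predicts at least 10 reads, 0% showed fewer than 3 reads, and expression of the genes by the PSCs themselves would give the same. Such a mixture would not explain POU5F1. Its share would be 1.88% of the stomach level, and diluted by that share the lowest of the other primed libraries would still have 203 RPM of POU5F1, against the 32.8 RPM seen.

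For 5 other values the number of reads was the question. DPPA5 in differentiated iPS-L3 (gap over range 1) rested on 1 read, KHDC3L in differentiated iPS-L3 (0.853) on 2 reads, and EOMES in differentiated iPS-S12 (1) on 2 reads. MIXL1 was listed at 0 in naïve-like CMK9 (0.576), where 2.21 reads were due at the mean level of the other 6 libraries. Counting error at few reads may explain these 4. FGF5 in differentiated iPS-S12 (0.743) rested on 10 reads, too many for that explanation, and no other was tested.

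SERTAD4 was low in primed CMK9 (gap over range 0.79). At the mean level of the other 6 primed libraries 322 reads were due and 34 were seen, so counting error could not account for it. Primed CMK9 was also the highest primed library on PC1. No biological explanation was tested.

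In the deposited TRSK libraries, a run of 34 neighbouring genes of chromosome 1, from PRCC to S100A13, was expressed above the other lines, with a median shift of 0.498 (log2 scale, or 1.41-fold). The paper does not report it. The run was found by searching the 1343 genes with mean log2(RPM + 1) above 5 in all 7 lines, and 33 of its genes were higher in TRSK. The shift was 0.658 in primed, 0.493 in naïve-like and 0.484 in differentiated TRSK, against -0.185 to 0.02 in the libraries of the other lines. No run as strong was met in any line in 1000 random orders of the genes (permutation p = 0.001, the smallest that 1000 orders can give). Outside the run the median shift of TRSK was -0.075, so depth did not produce it. The run holds 1 S100 gene, and the shift without it was 0.488. A median over 34 genes hardly moves with 1 gene, so this says nothing about reads shared among the S100 paralogs beyond that gene. When each condition was left out of the search in turn, TRSK was found each time, and the smallest shift in the condition left out was 0.426. The 95% bootstrap interval of the shift ran from 0.41 to 0.63 and held log2(3/2), which is 0.585, the shift that 1 extra copy gives when expression follows copy number. A candidate explanation is thus an extra copy of this stretch in part or all of the TRSK cells. This is a hypothesis from expression alone, and the search and the interval used the same data. The paper reports a normal karyotype in most TRSK cells (Supplementary Table S2). It describes Giemsa-stained chromosome spreads without banding, so the karyotype cannot decide on a gain within chromosome 1. A TRSK variant in regulation over this stretch was not tested. With alternatives chosen after seeing the data (a pseudocount of 0.1, quantile normalization and library centring), the shift was 0.506 to 0.544.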

How the results depend on the processing

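The alternatives below were set before the data were examined, and no test in this part was chosen only after the result was seen. For counts of genes, a change was a move by more than 1.5 times. For tests, it was a move across the threshold. Of 81 results under alternatives other than leaving out a line, 76 did not change, 3 became weaker and 2 stronger, and 0 reversed. Part of this was fixed in advance, since the median over the genes cannot move the change in NES, a single gene, and the p of each pseudo-F was the smallest possible under every alternative run. The tree was judged by its p, which stayed past the threshold while its index moved as given below. With the cell line as a block, 585 genes differed between differentiated and primed cells in place of 372, and the difference in the mean of the pluripotency and early-embryo genes, 0.669, had p = 0.0625 by exact sign flips in place of p = 0.0163. With the median over the genes in place of the mean, that difference was 1.35 (exact p = 0.0781). Without the filter on low values, 6 genes had a conversion response that differed between ESC and iPSC lines in place of 0. With quantile normalization, the change in NES was -0.783 (exact p = 0.0548 in place of 0.0495). The cause was not tested in any of these.

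Over the alternatives, 450 to 724 genes differed between naïve-like and primed, 333 to 550 between differentiated and naïve-like, 300 to 585 between differentiated and primed cells, and 12 to 21 between ESC and iPSC lines in K5c. Of the last, 35.3% were higher in ESC lines, against 23.8% with quantile normalization, 25% with library centring, 33.3% with the stricter filter, 40% without the trend, 43.8% with a pseudocount of 0.1 and 52.4% without the filter on low values. The adjusted Rand index of the tree ranged from 0.441 to 1. It was 1 with quantile normalization, average linkage or correlation distance, 0.641 with complete linkage and 0.441 with a pseudocount of 0.1, where 17 of 21 libraries lay with their condition. From 19 to 20 libraries lay nearest to their own condition on PC1 and PC2. The change in the oxidative phosphorylation genes ranged from 0.043 to 0.0833 and that in the glycolysis genes from -0.993 to -0.546. Of 208 recomputed values of the 27 fold changes of 25 named genes, 203 did not change, 5 became stronger and 0 reversed. The 5 were EOMES under quantile normalization, library centring, no mean-variance trend and the block (adjusted p from 0.0372 to 0.049, and from 0.0372 to 0.118 over all its alternatives, lower in 5 of 7 lines), and NES under the block (adjusted p = 0.00774, against 0.00774 to 0.157 over its alternatives, with a log2 fold change of -0.78, lower in 6 of 7 lines).

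Across the 7 fits that each left out one cell line, the genes that differed numbered from 302 to 527 for naïve-like against primed, from 219 to 342 for differentiated against naïve-like, from 241 to 392 for differentiated against primed, and from 4 to 112 for ESC against iPSC lines in K5c. The interaction stayed at 0 genes, with 134 at an unadjusted p under 0.05 in the fit of all lines. The difference in the pluripotency and early-embryo genes ranged from 0.327 (without CMK6) to 0.832 (without iPS-L6), that in NES from -0.909 to -0.515, that in the oxidative phosphorylation genes from 0.0392 to 0.108, and that in the glycolysis genes from -0.69 to -0.509. In these fits the exact p of NES was no longer past the threshold in 5 of 7 (p = 0.167 without CMK6), and that of the pluripotency and early-embryo genes in 1 of 7 (p = 0.0606 without iPS-S12). The count fell by more than 1.5 times in 3 of 7 fits for naïve-like against primed, in 1 of 7 for each of the other pairs of conditions and in 5 of 7 for ESC against iPSC lines in K5c, where it rose as far in 1. The cause was not tested.

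A count test on whole reads (edgeR) was planned and not run, because 87.8% to 93.0% of the values above 0 were whole multiples of the step and the rest were not. Depth limits the values of genes at few reads. In a library of 861000 reads, 3 reads are 3.49 RPM, and DPPA5 and KHDC3L lay under that level in all PSC libraries but naïve-like CMK6.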

Differences from the paper's values

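In this part, the setting with the cell-line names of Fig. 4a was chosen only after the result was seen. The paper's number of expressed genes in the tree is 19562 (legend of Fig. 4), and here it was 2776 of the 8415 genes analysed. The alternatives set before the data were examined gave 5981 without the filter and 2217 with the stricter filter, and neither closed the gap. With 8415 genes analysed, no filter reaches the paper's number. The paper's PCA used about 9600 genes (in Fig. 4b, read by eye), against 2776 here, and the same alternatives, with 5981 and 2217 genes, did not close that gap, which no filter on 8415 genes closes.

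The paper's log2(RPM + 1) of POU5F1 in differentiated TRSK is about 6.0 in Fig. 4a, read by eye, and here it was 3.72. The paper's value in differentiated CMK9 is about 4.3 in Fig. 4a, read by eye, and here it was 6.13. A pseudocount of 0.1 gave 3.62 and 6.11, so neither gap closed. For DNMT3L in naïve-like iPS-L3, the paper's value is about 0 in Fig. 4a, read by eye, and here it was 2.37. With a pseudocount of 0.1 it was 2.09, where a value of 0 RPM becomes -3.32, so the gap did not close. For DNMT3L in naïve-like iPS-L6, the paper's value is about 2.3 in Fig. 4a, read by eye, and here it was 0, and -3.32 with a pseudocount of 0.1, which did not close the gap. With quantile normalization the 4 values, in the same order, were 3.6, 6.14, 2.48 and 0.13, and with library centring 3.67, 6.14, 2.35 and 0.02. None of these 3 alternatives, set before the data were examined, closed any of the 4 gaps. With the cell lines named as in Fig. 4a, a setting chosen after seeing the values, all 4 closed. These names were read from the colours of 11 genes that include POU5F1, DNMT3L and DPPA5, so the values below restate that match and are not a separate check of it. POU5F1 was then 6.13 in differentiated TRSK and 4.48 in differentiated CMK9, and DNMT3L was 0 in naïve-like iPS-L3 and 2.37 in naïve-like iPS-L6. A further value, DPPA5 in naïve-like TRSK, is about 1.8 in Fig. 4a, read by eye, and here it was 0, a gap smaller than the SD between the naïve-like lines (1.89). With a pseudocount of 0.1 it was -3.32, farther from the paper's value than the spread. Quantile normalization gave 0.02 and library centring -0.03, both within the spread, and with the names of Fig. 4a, chosen after seeing the values, it was 1.84.

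The paper names TRSK beside CMK6 and iPS-S12 as lines in which pluripotency-related and early-embryo genes rose. Over the 5 genes analysed here the mean rose by 0.23 in TRSK, less than in CMK9 (0.52), iPS-L3 (0.33) and iPS-S6 (0.26). The CMK9 rise rested on DNMT3L (0.86 RPM) and DPPA5 (2.59 RPM), in a naïve-like library where 3 reads are 2.59 RPM. In CMK9, POU5F1 went from 427 RPM to 433 RPM and SOX2 from 487 RPM to 427 RPM. In iPS-S6, DPPA5 and KHDC3L rose from 0 to 0.29 RPM each, under the 0.88 RPM of 3 reads. The place of TRSK below CMK9 and iPS-S6 thus rests on few reads. With the names of Fig. 4a, chosen after seeing the values, the rise was 0.72 in TRSK, below CMK6 (2.72) and iPS-S12 (0.95) and above the other 4 lines, which again rests on genes used in the match. That TRSK value uses the library deposited as naïve-like CMK9, so the same few reads bear on it. The paper describes no general shift on conversion for a list of neural progenitor genes that includes NES. Here the log2 fold change of NES was -0.78, lower in 6 of 7 lines, with an adjusted p of 0.0702 over all expressed genes. The adjusted p passed the threshold with the cell line as a block, at 0.00774, and ranged from 0.00774 to 0.157 over the alternatives. By RT-qPCR, the paper reports higher SOX2 in naïve-like than in primed CMK6, and higher OCT3/4 in naïve-like iPSCs. In SC3-seq, another measure, SOX2 went from 497.2 RPM to 159.6 RPM in CMK6. By the deposited names, POU5F1 was lower in naïve-like iPS-L3, iPS-L6 and iPS-S6 and higher in iPS-S12. Each value is from 1 library, and no cause was tested. In its text, the paper finds the OCT3/4 and p53 hairpin vector in iPS-L3, iPS-L6 and iPS-S6, and its supplementary legend lists iPS-S12 in place of iPS-S6.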

Other observations

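In this part, the comparisons with other divisions of the libraries, the test of reads between naïve-like and primed libraries, the test of the donor, the test of p53 targets in each condition, the test of the lines in the supplementary legend and the tests of the names in Fig. 4a, apart from the gene count with those names, were chosen only after the result was seen. The test of p53 targets over all conditions, with the thinning and the random gene lists, and the test of reads in the 3 lines were chosen after PC3 had been seen to part these lines, and their predictions were written before their own values were examined.

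The counts of differing genes were compared with those from 64 divisions that swap the conditions within lines, the real one included. For naïve-like against primed, 1 of 64 gave as many genes as the 534 of the real division, and the most from another was 269. For differentiated against naïve-like it was 1 of 64, with 26 as the most from another, and for differentiated against primed 1 of 64, with 122. Reads per library showed no difference between naïve-like and primed libraries (exact permutation test, two-sided, p = 0.609). With few libraries of widely differing depth, this cannot exclude depth as a cause of some of the 534 genes. The comparison was not repeated at equal depth. The deposited library numbers run by condition, and a batch of library preparation cannot be told apart from the condition.

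ESC and iPSC lines were compared by limma. The conversion response differed in 0 genes by the interaction, with 134 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.53. A count of 0 is reached by 35 of 35 divisions of the lines into 3 and 4 whatever the data, so these say nothing about it. In K5c, 17 genes differed (6 higher and 11 lower in ESC lines, 348 at an unadjusted p under 0.05), and 2 of the 35 divisions (5.71%) gave as many. The other was iPS-L3, iPS-L6 and iPS-S6 against the rest, with 95 genes, and the remaining 33 gave at most 3 genes. These 3 are also the lines that PC3 parts from the others. Without iPS-S12, the iPSC line on the side of the ESC lines on PC3, 112 genes differed, the 17 among them. The count was 4, 6 and 7 without iPS-L3, iPS-L6 and iPS-S6, and 4, 9 and 24 without TRSK, CMK6 and CMK9. Once iPS-S12 is left out, the division by cell type and that by these 3 lines are the same, so these counts do not tell which of them the 17 genes follow.

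The iPSC lines were asked for expression kept from their tissue of origin with 67 genes that are higher in the stomach than in the liver library. The 2 stomach lines lay above the 2 liver lines in 1 of 3 conditions, the primed one (3.27 and 3.74 against 3.02 and 3.07). In naïve-like cells iPS-S6, at 2.40, lay below iPS-L3, at 2.48, and iPS-L6, at 2.47. In differentiated cells it had 2.04, against 2.28 and 2.29 in the liver lines. iPS-S12 lay above both liver lines there too, at 3.31 in naïve-like and 3.30 in differentiated cells. These genes thus do not bear out expression kept from the tissue of origin for both stomach lines. They leave it open for iPS-S12 alone.

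The paper measured genes of mitochondrial function in ESCs by RT-qPCR, which was not analysed here. Its case for respiration in ESCs also rests on oxygen consumption, growth with a glycolysis inhibitor and electron microscopy. The 18 genes below hold none of COX6B1, COX7A1, COX8C, NQO1 and CAMP, which the paper measured, and all 7 lines are used. Their mean is thus no test of the paper's result. In SC3-seq, the mean of 18 genes of oxidative phosphorylation changed by 0.07 on the log2 scale from primed to naïve-like PSCs (exact permutation test, two-sided, p = 0.247), with 12 of the 18 genes higher and a higher mean in 6 of 7 lines. Of the glycolysis list, 3 genes were analysed here, PFKL, ENO1 and SLC2A1, the last of which encodes a glucose transporter. Their mean changed by -0.58, from 8.35 ± 0.21 to 7.77 ± 0.22 (SD, n = 7 lines, exact permutation test, two-sided, p = 0.00175), and was lower in 6 of 7 lines. With the median over the 3 genes the change was -0.993 (p = 0.00524 in the same exact test), so the 3 genes did not change alike. By the same exact test, none of 11 heat-map genes passed after adjustment over the 11. The lowest adjusted p was 0.272, for NES (-0.78, lower in 6 of 7 lines) and EOMES (-1.53, lower in 5 of 7 lines). DNMT3L (1.06, p = 0.125, higher in 5 of 7 lines), DPPA5 (1.04, p = 0.192, detected with at least 3 reads in 2 naïve-like libraries) and KHDC3L (0.81, p = 0.192, detected so in 1) each had an adjusted p of 0.423 in the exact test, and POU5F1 (0.50, higher in 4 of 7 lines) had 0.579.

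The cell lines of 23 columns in Fig. 4a were matched to the deposited columns through 11 genes, by the colours of the heat map. Of the columns, 15 were nearest to the library of the same name, with a largest distance of 0.28 (log2 scale). The other 8, all naïve-like or differentiated, were nearest to a library of another name, and their smallest distance to the library of their own name was 0.81, so imprecise reading of colours is not a candidate explanation. In these 2 conditions, the figure's iPS-L3 is the deposited TRSK, its TRSK the deposited CMK9, its iPS-L6 the deposited iPS-L3, and its CMK9 the deposited iPS-L6. In 14 of 14 naïve-like and differentiated libraries, the name in Fig. 4a is that of the primed library at the same place in the order of the deposited columns, which is consistent with names carried over in the order of the primed libraries, either in the figure or in the table. Correlation with the primed library of the same name was computed for the 24 ways to give these 4 names. It was 0.17 with the deposited names (rank 2) and 0.0359 with those of Fig. 4a (rank 12). The highest, 0.175, exchanges iPS-L3 and iPS-L6, which come from the same liver, so this measure cannot settle the deposited names. The run on chromosome 1, found in the libraries that the figure calls iPS-L3, had a shift of -0.124 in primed iPS-L3 and 0.658 in primed TRSK. These values suggest that the deposited names are nearer to the lines than those of Fig. 4a. With the names of Fig. 4a, 0 genes differed between ESC and iPSC lines in K5c (65 at an unadjusted p under 0.05), against 17 with the deposited names.

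PC3 parted iPS-L3, iPS-L6 and iPS-S6 from the other 4 lines within each of the 3 conditions (mean scores of 13.1, 12.7 and 9.62, against -6.72 to -11.4). The donor is not a candidate explanation, because iPS-S12, from the same foetus, had -11.4. The paper's text reports in these 3 lines an episomal vector that carries a p53 short hairpin RNA, and p53 targets were tested once this grouping had been seen. Of 13 listed genes, 11 were expressed, and their mean was lower in the 3 lines by a log2 difference of -0.38 (exact permutation test of line means, one-sided, p = 0.0286, the smallest that 35 divisions allow), with 10 of the 11 genes lower. CDKN1A had -0.98 and PHLDA3 -0.89, while SESN2 had 0.60. The difference was -0.54 in naïve-like and -0.59 in differentiated libraries (exact permutation test, one-sided, p = 0.0286 each), and primed libraries showed none (-0.01, p = 0.514 in the same exact test). For iPS-L3, iPS-L6 and iPS-S12, the lines of the supplementary legend, the difference was -0.18 (exact permutation test, one-sided, p = 0.171). The 3 lines of the text also had fewer reads, by a mean difference of -1780000 reads per library (exact permutation test, two-sided, p = 0.0286). When all libraries were thinned to 861000 reads, the difference in p53 targets was -0.385 (exact permutation test, one-sided, p = 0.0286), and PC3 still parted the lines in 3 of 3 conditions. Of 10000 random gene lists matched on mean expression, 0.91% had a difference as low. The hypothesis that the hairpin kept by these lines lowers p53 targets is consistent with the values in naïve-like and differentiated libraries, where it also depends on the deposited names, and not with those in primed libraries. PC3 parted the lines in primed libraries too, so p53 targets do not account for PC3 there. The pattern was found and tested on the same 7 lines, the 3 lines are iPSC lines of 1 donor, and the expression of the hairpin itself was not measured here.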
